# Exploring Relevant mRNAs and miRNAs in Injured Urethral Tissues of Rats with High-Throughput Sequencing

**DOI:** 10.3390/genes13050824

**Published:** 2022-05-05

**Authors:** Han Lin, Shiyong Guo, Song Li, Jihong Shen, Jianfeng He, Yun Zheng, Zhenhua Gao

**Keywords:** RNA-seq, sRNA-seq, urethral injury, mRNA, miRNA, inflammation

## Abstract

Acute urethral injuries caused by urethral endoscopy and other mechanical injuries are the main reasons for secondary infection and late urethral stricture. However, there are no studies to explore the transcriptomic changes in urethral injury and the molecular mechanism of urethral injury, which is important for the treatment and cure of urethral injury. Therefore, we used RNA-seq and sRNA-seq profiles from normal and injured urethral tissues to identify and characterize differentially expressed mRNAs and miRNAs. In total, we found 166 differentially expressed mRNAs, of which 69 were upregulated, and 97 were downregulated in injured urethral tissues. The differentially expressed mRNAs were mainly involved in the positive regulation of epithelial cell differentiation, focal adhesion, cell adhesion molecules, protein activation cascade, complement activation, complement and coagulation cascades, and chemokine-mediated signaling pathway. Additionally, we found six upregulated and four downregulated miRNAs, respectively, in the injured urethral tissues. Notably, their target genes were involved in the vascular endothelial growth factor receptor 2 binding, PI3k-Akt signaling pathway, and Notch signaling pathway. In summary, our results suggest that the cell damage response induced by mechanical injury activates the pathological immune response in a variety of ways in injured urethral tissues.

## 1. Introduction

The human urethra is a natural cavity directly connected with the outside world. It is the originator of endoscopy and endoluminal surgery. However, with the development of minimally invasive treatment methods such as endoscopic surgery and robotic surgery, as well as the rapid development of physical therapy methods such as laser, plasma, and radiation, patients are inevitably prone to iatrogenic urethral injury while enjoying the advantages of minimally invasive treatment [1]. Although urethral injury itself is not life-threatening, if it is not accurately diagnosed and reasonably treated, most urethral injuries will turn into urethral stricture [2,3]. Once it occurs, patients must receive regular endoscopic intervention, urethral dilation, and/or cleaning intermittent catheters, which have been used for many years. In more advanced and recurrent stenosis, open end-to-end anastomosis and/or free transplantation are required, and long-term rehabilitation, including follow-up surgery [4,5,6], is required, which imposes severe psychological and financial burdens on the patient and seriously affects the patient’s quality of life. More than 12,000 patients in the United Kingdom need surgery for urethral stricture every year, which costs about 10 million pounds a year [7]. In the United States, there have been more than 5000 hospitalized patients with urethral stricture, with an annual cost of 200 million dollars [8]. China’s population is about four times that of the United States and 21 times that of the United Kingdom, suggesting that the number of people suffering from urethral stricture is much larger and the economic burden is more intensive in China [9]. Therefore, exploring the relevant molecular mechanisms that occur in urethral injury tissue is particularly important for preventing and/or slowing down urethral stricture.

Previous studies have shown that after urethral injury, local tissues and cells undergo degeneration and necrosis, vascular permeability increases, and leukocyte exudation [10,11]. Subsequently, lysosomal enzymes, active oxygen free radicals, prostaglandins, and a variety of inflammatory mediators [12,13,14] are released to mediate vascular endothelial cell and tissue damage. These promote the infiltration of lymphocytes, macrophages, and plasma cells, resulting in tissue damage response and tissue repair [11]. At the same time, fibroblasts activate and proliferate, resulting in the increase in synthetic collagen fibers [15], which will reduce the extension and compliance of the urethral cavernous body and finally lead to the formation of urethral lumen stenosis [16]. In summary, urethral stenosis is a complex pathological process from urethral injury to urethral stenosis, which involves a series of interlocking molecular mechanisms. Feng et al. [17] found that urethral injury leads to the activation of the TGF-β1 signal, which further promotes the proliferation, activation, and migration of urethral fibroblasts reduces the secretion of IP10 by fibroblasts, inhibits the IP10/CXCR3 signaling pathway, accelerates the pathological process of urethral fibrosis, and ultimately leads to urethral stricture. Although multiple mechanisms of urethral injury to urethral stricture have been proposed, the analysis of the molecular signaling events involved remains incomplete.

High-throughput sequencing technology, also known as next-generation sequencing technology, is a milestone in the history of sequencing. It can simultaneously sequence millions of DNA or RNA. After decades of development, it has been widely used in the genome, including sequencing and epigenomics, as well as many aspects of functional genomics research [18].

In the past few decades, non-coding RNAs have been considered transcriptional noise because they do not encode proteins. Studies have revealed that non-coding RNAs are involved in many pathophysiological processes [19]. miRNAs are a kind of non-coding single-stranded RNAs with a length of ~22 nucleotides. It is transcribed from DNA and is not translated into protein. It is mainly involved in the expression regulation of post-transcribed genes [20]. Studies have shown that miRNA induces gene expression silencing by binding to their target mRNAs, blocking translation initiation, extension, or by including the degradation of mRNAs [21]. Because miRNAs do not need to be completely complementary to inhibit gene expression, a specific miRNA can regulate multiple gene transcripts, and a specific gene transcript can also be inhibited by multiple miRNAs [21]. miRNA is involved in the pathophysiological process of a variety of traumatic diseases, such as radiation-induced esophageal injury [22], acute kidney injury [23], myocardial injury [24], and traumatic spinal cord injury [25].

The molecular mechanism of the role of mRNA and miRNA in the occurrence and development of urethral injury is still unclear. In order to study the gene regulation mechanism that occurs in urethral injury tissues, we used high-throughput sequencing technology to study the differential expression of mRNA and miRNA in urethral injury tissues. Then we predicted the biological functions of differentially expressed mRNA and miRNA target genes using Gene Ontology (GO) enrichment analysis, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, and Gene Set Enrichment Analysis (GSEA). These results can provide new insights and potential intervention targets for early intervention or treatment of urethral stricture caused by urethral injury.

## 2. Materials and Methods

### 2.1. Animals

Four specific pathogen-free (SPF) male Sprague Dawley (SD) rats (250–300 g) aged 6–8 weeks old were used as the research objects. They were randomly divided into an injured group and a normal group, with 2 rats in each group. All rats were purchased from the Department of Laboratory Animal Science, Kunming Medical University (Kunming, China), (Animal Quality Certificate Number: SCXK (Dian) K2020-0004). The SD rats of the injured and normal groups were housed in two cages separately. All rats were housed in an SPF barrier environment (experimental facility license number: SYXK (Dian) K2020-0006) using a 12 h light–dark cycle and had free access to food and water with a temperature range of 20 °C–25 °C, relative humidity range of 50% to 70%. All procedures had been approved by the Experimental Animal Ethics Committee of Kunming Medical University (approval number: kmmu2021721).

### 2.2. Establishment of Urethral Injury Animal Model

The rats in the injured group were anesthetized with an intraperitoneal injection of pentobarbital sodium (50 mg/kg). After the rats were successfully anesthetized, they were fixed on the small animal constant temperature pad on the operating table in a supine position to expose the operation area, and the rat hair in the perineum was removed with a rechargeable shaver. The perineal area was carefully disinfected with iodophor, and urinary catheterization was performed. Then the abdomen was pressed to empty the urine from the bladder as much as possible. After pulling out the urinary catheter, an elastic tourniquet was placed at the root of the penis to reduce intraoperative bleeding. The skin of the ventral penis was cut to expose the urethra, and a small opening was cut at the urethral orifice with ophthalmic scissors. The urethral orifice was pulled open with three vascular forceps, and the urethra was slightly expanded with a specific round end iron bar. Then, the round end of an iron bar was baked on the outer flame of the alcohol lamp for 6–7 s and inserted into the urethra to make an insertion depth of about 26 mm. After each withdrawal, the bar was baked for 6–7 s and inserted again with 2–3 repetitions to scald the urethral mucosa. Then, the tourniquet was removed, and the skin of the penis was sutured with 5-0 absorbable thread. After waking up, the rats were placed in the feeding cage with a sterilized clean pad and placed in the feeding room. Drinking water and feed were sufficient, and the rats were free to eat and drink water after surgery. The life activity status and urethral orifice of the rats were closely observed. The surgical site of the injured group was disinfected 3 days after the operation.

### 2.3. Tissue Collection

On the 3rd day after modeling the urethral injury, rats were euthanized by intraperitoneal injection of sodium pentobarbital (150–200 mg/kg). After checking for cardiac arrest, we then fixed the rats on the operating table in a supine position to expose the operation area. We removed the rat hair in the perineum with a rechargeable shaving device and cut the skin of the ventral penis to expose the urethra. We completely removed the urethra from the lower curve of the pubis to the distal end of the urethra with ophthalmic scissors and placed it on ice. We carefully and quickly removed the surrounding excess tissue and then weighed the samples and put it into the labeled enzyme-free cryopreservation tube and soaked them in liquid nitrogen.

### 2.4. RNA Isolation, Library Preparation and Sequencing

Each sample contained at least 60 mg of urethral tissues for RNA extraction. In accordance with instructions provided by the manufacturer, total RNA was extracted from the tissues using Trizol (Invitrogen, Carlsbad, CA, USA). Subsequently, total RNA was qualified and quantified using a Fragment Analyzer instrument (Agilent Technologies, Santa Clara, CA, USA). For all samples, RNA integrity number values were greater than 7. RNA-seq and sRNA-seq libraries were constructed, followed by cluster formation and sequencing using the BGISEQ-500 platform (BGI-Shenzhen, Shenzhen, China).

### 2.5. Generation and Analysis of the RNA-seq Profiles in Rat Urethra

The BGISEQ-500 sequencer was used with a 2 × 150 pair-end RNA-seq strategy to sequence the total RNAs of the four samples. We deposited the obtained sequencing data into the NCBI GEO database under the accession number GSE182642. The genome and annotation of rat were downloaded from UCSC (http://genome.ucsc.edu (accessed on 12 September 2021)). The alignment was performed using the options of “-p 24 -dta-cufflinks -q -S” within HISAT2 (v 2.1.0) [26]. StringTie (v 2.1.6) [27] was used to assemble the transcriptomes with the options of “-p 20 -l normal_2A”. Moreover, cuffquant and cuffnorm in the Cufflinks package (v 2.2.1) [28] were used to calculate and normalize the expression levels of transcripts, respectively. Using the edgeR program (v 3.34.0) [29], we compared the expression levels of transcripts in normal and injured urethral tissues in rats. A total of 25,718 transcripts were obtained after filtering the expression levels of transcripts with mean expression levels of at least 1 FPKM (Fragments Per Kilo basepairs per Million sequencing reads) in two tissues of comparisons. The FPKM values of the transcripts were compared with the edgeR program (v 3.34.0) [29]. The transcripts with corrected *p*-values smaller than 0.05 and |log_2_(Fold Change (FC))| ≥ 1.5 were considered statistically significant. KOBAS (v 3.0) [30] was used to obtain enriched GO terms and KEGG pathways based on these differentially expressed transcripts. The GO analysis exported three categories: biological process (BP), cellular component (CC), and molecular function (MF). The *p*-values were corrected by the Benjamini–Hochberg procedure, and GO terms and KEGG pathways with corrected *p*-values < 0.05 were considered significantly enriched. A bi-clustering analysis of the expression levels of filtered transcripts was carried out using the pheatmap package in R.

### 2.6. Gene Set Enrichment Analysis

We used HISAT2 (v 2.1.0) [26] to align the obtained RNA-seq paired-end reads to the rat genome. Samtools (v 1.12) [31] was used to convert files from sam format to bam format using the options of “view -bS -T” and sort reads by name with the options of “sort”. FeatureCounts (v 2.0.3) [32] was used to calculate the expression levels of genes in each sample with the options of “-T 24 -p -t -g -a”. The GenomicFeatures (v 1.44.0) [33] package in R was used to convert counts to FPKM values of genes in each sample. Finally, gene set enrichment analysis was conducted based on the Gene Ontology and KEGG databases using the Gene Set Enrichment Analysis (GSEA) (v 4.1.0) [34] software. The expression data with a total of 32,883 normalized genes were uploaded to the GSEA software ((v 4.1.0), Broad Institute, Cambridge, MA, USA). Gene set size filters (min = 15, max = 500) resulted in filtering out 10,084/15,760 gene sets. The remaining 5676 gene sets were used in the analysis. The default weighted enrichment statistic was adopted to process the data 1000 times, and probes were ranked by the signal-to-noise ratio. A gene set was considered significantly enriched when the *p*-value was less than 0.05 and the false discovery rate (FDR) was less than 0.25. ES (enrichment score) reflects the degree to which a gene set is overrepresented in our dataset of differentially expressed genes. NES (normalized enrichment score) is the ES normalized for the gene set size.

### 2.7. Small RNA Sequencing Profiles

At the sequencing facility, small RNAs were isolated from total RNAs and used to prepare small RNA sequencing libraries. The obtained sRNA-seq libraries were sequenced by a BGISEQ-500 sequencer. Our sRNA-seq profiles were deposited in the NCBI GEO database with the accession number GSE182947. The FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 1 August 2021)) was used to examine the qualities of the obtained small RNA sequencing profiles. Computational analysis of sRNA reads obtained from the sRNA libraries was performed as reported previously [35]. At first, reads with low-quality scores (<30) of the first 25 nt and shorter than 18 nt were discarded. The remaining reads used the pipeline proposed previously [35] to generate an sRNA tissue frequency file.

*Rattus norvegicus* mature miRNA sequences were downloaded from the miRBase ((v 22.1), accessed on 12 September 2021) [36], and the unique mature miRNA sequences were obtained. Finally, the frequencies of mature miRNAs in different small RNA sequencing profiles were calculated by aligning the sRNA tissue frequency file to unique mature miRNAs using NCBI BLASTN (v 2.2.26) [37] with the options of “-S 1 -m 8 -e 0.01” and normalized to Reads Per Ten Million (RPTM) sequencing tags. In all, 526 miRNAs were identified after filtering expression levels of miRNAs that had at least one RPTM in two tissues of comparison. The RPTM values of miRNAs were compared with the edgeR program (v 3.34.0) [29]. miRNAs with *p*-values smaller than 0.05 and |log_2_(Fold Change (FC))| ≥ 0.5 were considered statistically significant. By using the pheatmap package in R, the bi-clustering analysis of the expression levels of filtered miRNAs was performed.

### 2.8. Identification of miRNA Targets and GO and KEGG Enrichment Analysis

To better understand the functional ramifications of the identified miRNAs, we predicted the miRNA targets with the HitSensor ((Release 4), Shanghai, China) [38] pipeline. The HitSensor algorithm searches miRNA complementary sites in coding regions with a modified Smith-Waterman algorithm [39]. It scores these sites by giving rewards to key sequence-specific determinants, including seed region, 12–17 nt region, local-AU content around the seed region, and ≤3 mismatches. After calculating the scores of the 5 determinants for each alignment site, it will add these individual determinant contributions to the alignment score to find the total score of a miRNA complementary site. Finally, sites with total scores larger than 472 are outputted. Because miRNAs normally repress the expression of their targets in a mild way [21], we choose targets whose expression levels show opposite change to the expression change of miRNAs. By using KOBAS (v 3.0) [30], enriched GO terms and KEGG pathways were obtained for the miRNA targets. We used Fisher’s exact test to find the *p*-values. GO terms and KEGG pathways with *p*-values < 0.05 were considered significantly enriched. miRNA:target relations were visualized using Cytoscape (v3.8.2) [40].

## 3. Results

### 3.1. Quality Examination of RNA-seq Data

To obtain expression patterns of genes in different conditions of rat urethra, normal and injured urethral tissues of male SD rats were collected. 

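Urethral tissue of 4 male Sprague-Dawley rats was compared, 2 rats on day 3 after the urethral mucosa was scalded with a heated iron bar (injured 3A and injured 4A) and 2 uninjured rats (normal 2A and normal 3A). The values are FPKM, fragment numbers scaled for transcript length and library depth, of 25718 transcripts assembled from the RNA-seq reads, as the authors deposited them with 1 column per rat. The authors aligned the reads to the rat genome rn7 with HISAT2 2.1.0, assembled transcripts with StringTie 2.1.6 and computed and normalized their levels with Cuffnorm 2.2.1. The paper's Table S1 gives 40381522 clean reads for normal 2A, 40497796 for normal 3A, 40370055 for injured 3A and 40592032 for injured 4A. The summed FPKM were 703354.9, 550930.6, 594420.1 and 612120.4 in the same order. FPKM are not counts, so the number of reads behind a single value is unknown, and a transcript listed at 0 may be a failed estimate. One transcript, of the submandibular gland protein gene Smr3b, held 10.2% of the summed FPKM of normal 2A, and the top transcript of normal 3A and injured 4A, of the hemoglobin gene Hba-a1, held 1.41% and 2.6%. From these values, transcripts of 1 gene name were summed to 15046 gene names and loci, and injured was compared with normal by limma on log2(FPKM + 1), with Benjamini-Hochberg adjustment. All fold changes are on that scale, which understates the change of low genes. With 2 rats per group the model has 2 residual degrees of freedom, and an exact permutation test of 2 against 2 cannot give a p below 0.33 (two-sided). The sample labels say that the injured and normal rats were housed in separate cages, so the cage and the injury cannot be told apart. The labels and the paper differ in the read length (150 nt in the paper and 100 nt in the labels), in the library kit (removal of ribosomal RNA in the paper, poly(A) selection on beads in the labels) and in the age of the rats (6 to 8 weeks in the paper and 2 months in the labels).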

The total RNA from the four samples was isolated and used to prepare Ribo (-) RNA-seq libraries, which were then sequenced on a BGISEQ-500 sequencer (BGI-Shenzhen, Shenzhen, China). The sequencing quality of these RNA-seq libraries was examined by FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 1 August 2021)) (Supplementary Figure S1). A total of almost 40 million clean reads were obtained for each of these four RNA-seq profiles (Supplementary Table S1). Moreover, these samples have the average GC content of the reads of 50% and 51% in the normal and injured urethral tissue groups, respectively. The FASTQC results indicated that the sequencing clean data were of good quality, which was crucial to the next step of the analysis. HISAT2 was then used to align the sequencing reads to a rat genome reference. In total, at least one end of the 72,955,661 (90.2%) and 73,348,269 (90.6%) reads for the normal and injured urethral tissues, respectively, was successfully mapped back to the reference genome, indicating the good quality of the sequencing libraries as well as excellent credibility of the results in the downstream analysis.

### 3.2. Gene Expression Patterns of Injured Rat Urethra

The RNA-seq profiles were aligned to the rat genome, which was downloaded from UCSC (http://genome.ucsc.edu/ (accessed on 12 September 2021)) with HISAT2 [26]. Following alignment, transcriptomes were assembled, and gene abundances were calculated using StringTie [27] and Cufflinks [28], respectively (Supplementary Table S2). 

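The tissue makeup of the 4 libraries can be read from the share of the summed FPKM that lists of marker genes held. Genes of the cytosolic ribosome held 16.9% in normal 2A, 19.9% in normal 3A, 20.9% in injured 3A and 21.8% in injured 4A. Skeletal muscle genes, such as the actin gene Acta1 and the myosin light chain gene Mylpf, held 4.46%, 3.6% and 5.59% in the first 3 libraries and 0.0332% in injured 4A. Salivary gland genes held 14.5% in normal 2A and 0.0158%, 0.00806% and 0.00599% in normal 3A, injured 3A and injured 4A. Of the 102056 FPKM of this list in normal 2A, Smr3b held 71497 and Csap1 25341. Both are in Table S3, and the highest list member outside it, Slc12a2, was at 64.4 FPKM in normal 2A. The salivary share thus rests on transcripts selected on these libraries and is not independent evidence of tissue makeup. Genes of the urothelium, the epithelium that lines the urinary tract, held 0.372% and 0.352% in the normal rats and 0.18% and 0.19% in the injured rats. The share of smooth muscle genes was 1.89%, 1.86% and 2.14% in normal 2A, normal 3A and injured 3A, and 0.816% in injured 4A. By the code that compares each transcript with the reference annotation, 9982 transcripts match a reference transcript, 8287 are other isoforms of an annotated gene and 3821 lie between genes. The larger of the normal and injured means was 1.000205 FPKM in the lowest transcript, and both means were at least 1 FPKM in 22434 transcripts. No test was run on the shares.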

After filtering out lowly expressed transcripts, a total of 25,718 genes with mean expression levels of at least 1 FPKM in two tissues of comparisons were used in further analysis. The edgeR program [29] was used to identify the differently expressed genes (DEGs) in the injured rat urethra. A total of 166 differentially expressed genes in injured tissues were identified when compared with normal tissues (Supplementary Table S3). Among these DEGs, 69 were found to be upregulated while 97 were downregulated (Figure 1a). 

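The 10 reference-named genes with the smallest p-values on the higher side include the chemokine gene Ccl6, the complement genes C4a and C4b, and genes of the matrix and of lipid transport. The 10 on the lower side include genes of the urothelial surface. Chad, which encodes the matrix protein chondroadherin, was at 56.3 ± 3.70 FPKM in injured rats and 11.6 ± 4.20 FPKM in normal rats (SD, n = 2 rats in each group). Prelp, another matrix proteoglycan, was at 233 ± 0.489 and 104 ± 15.7 FPKM, and Pltp, a phospholipid transfer protein, at 41.6 ± 0.443 and 16.2 ± 2.11 FPKM. Upk3a, Upk1b and Upk3bl1 encode uroplakins or a close relative, the plaque proteins of the urothelial surface. Upk3a was at 31.9 ± 0.543 FPKM in injured rats and 106 ± 21.1 FPKM in normal rats, and the log2 fold changes of Upk1b and Upk3bl1 were -1.12 (standard error 0.15) and -1.22 (standard error 0.16). Defb1, an antimicrobial defensin of epithelia, had a log2 fold change of -1.51 and Slc13a2, a carrier of dicarboxylates, one of -1.06. In each of the 20 genes both injured rats lay on one side of both normal rats, and none passed the adjustment, with Chad, Prelp, Pltp, the uroplakin genes, Defb1 and Slc13a2 each at an adjusted p of 0.756 from limma. Over the 15046 genes and loci, 0 were called by limma at an adjusted p under 0.05 and a log2 fold change of at least 1.5 in size. At an unadjusted p under 0.05 there were 942, 352 higher and 590 lower, where chance gives 752. The 25718 transcripts gave 0 calls and 1634 at an unadjusted p under 0.05, 721 higher and 913 lower, with 1286 by chance. The groups did not overlap in 36.2% of genes and 37.2% of transcripts, against 33.3% by chance. With every library scaled to the same total FPKM, 5 transcripts were called, all 5 of them in Table S3. The 942 genes became 2573 without injured 3A and 344 without normal 2A.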

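For many transcripts of Table S3, the gene as a whole stayed nearer to its normal level than the transcript did. Igfbp3, which encodes a binding protein of insulin-like growth factors, is an example with transcripts listed in both directions. One of its 3 transcripts was near 0 in both normal rats and at 132 and 51.5 FPKM in injured 3A and injured 4A, and another was at 14.5 and 56.6 FPKM in normal 2A and normal 3A and at 0.00299 and 1.89 FPKM in the injured rats. The sum over Igfbp3 had a log2 fold change of 0.33 (standard error 0.41, adjusted p = 0.905 from limma) and one of -0.14 without injured 3A. Mylk, Atp5pf, Casp1 and the locus that Table S3 names LOC100911413 also have transcripts listed both ways. Eln, which encodes elastin, had a transcript at 0.0106 and 0.288 FPKM in the normal rats and at 102 and 393 FPKM in injured 3A and injured 4A, a log2 fold change of 7.46, and that of the gene was 1.28. A reference gene name and another sense transcript in the table were found for 98 of the transcripts. For 56 of these the gene sum moved by under 0.58 on the log2 scale, and for 22 by at least 1.5 in the same direction. The gene sum had the opposite sign for 28, a count that overlaps with the 56. The median log2 change of the 98 was 2.47 in size for the transcript and 0.422 for the gene. In the transcript model, 162 of the 166 moved by at least 1.5 in the listed direction, 79 had an unadjusted p under 0.05 and 0 passed the adjusted one from limma. The transcripts were chosen on these same libraries, so their direction is not independent evidence. In 80 of them a single library was at least 10 times above the other 3, namely normal 2A for 37, injured 4A for 17, and injured 3A and normal 3A for 13 each. Of the 166, 42 lie between genes and 10 in introns, and 33 of these have a name in Table S3 that the deposited gene column does not give.

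**Figure D1:**
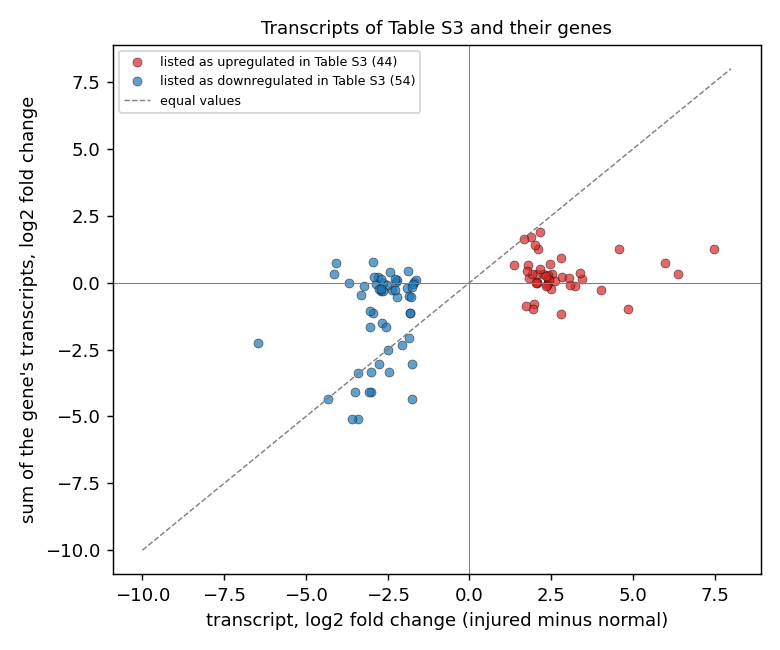
Log2 fold change (injured minus normal, on log2(FPKM + 1)) of the 98 transcripts of Table S3 that have a reference name and another sense transcript (x axis) and of the sum over all transcripts of the same gene (y axis). Points are transcripts, colored by their direction in Table S3, and the dashed line marks equal values. Most points lie near 0 on the y axis.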

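Over all 25718 transcripts, the 2 most similar urethras were an uninjured and an injured one, normal 3A and injured 3A, at a Euclidean distance of 100 on log2(FPKM + 1). The normal rats lay 108.1 apart and the injured rats 137.2 apart. Injured 4A, the library with low skeletal and smooth muscle genes, joined last and stood 148.3 from normal 2A and 136.4 from normal 3A. The mean distance between the groups was 1.02 times that within them. The same order was found with distances from Pearson's correlation, with each transcript scaled to unit variance and with gene sums. Clustering on the 166 transcripts of Table S3 alone, added after the data were seen, paired the injured rats first, at a distance of 28.03, with a ratio of 1.33. These transcripts were selected for a difference between the same 4 libraries, so the second clustering is not independent of the groups.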

In the bi-clustering analysis, gene expression profiles from the same groups were clustered together using the DEGs, as shown in Figure 1b.

### 3.3. Functional Enrichment Analysis of Differentially Expressed Genes

Using these DEGs, we applied KOBAS (v 3.0) [30] to identify enriched GO terms and KEGG pathways in different groups (Supplementary Tables S4–S7, respectively). The results revealed that the upregulated genes in injured tissues were associated with negative regulation of cytosolic calcium ion concentration, the release of sequestered calcium ion into the cytosol by the sarcoplasmic reticulum, positive regulation of epithelial cell differentiation, positive regulation of membrane protein ectodomain proteolysis, inner cell mass cell proliferation, extracellular space, stress fiber, actin filament binding, lipoteichoic acid binding, peptidase activator activity, and lipopolysaccharide binding (Figure 2a). On the other hand, downregulated genes in injured tissues mainly consisted of the GO terms, such as the synaptic signaling, negative regulation of endopeptidase activity, regulation of sensory perception of pain, retina homeostasis, kinocilium, extracellular matrix, endopeptidase inhibitor activity, small molecule binding, and WW domain binding and scavenger receptor activity (Figure 2c). 

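The terms for the higher transcripts include those of the extracellular space, of stress fibers and of calcium. Under extracellular space stand 14 transcripts of 13 loci, among them Ccl6, Chad, Col14a1 and Fbln1, which encode a chemokine and 3 matrix proteins, and 8 of the 14 had an unadjusted p under 0.05. A transcript of Fbln1, for fibulin-1, was at 39.9 and 92.6 FPKM in injured 3A and injured 4A and at 17.3 and 14.2 FPKM in the normal rats. The 5 transcripts of stress fiber belong to Mprip, Mylk, Septin9 and Tpm1, genes of actin bundles and their contraction. Of the 5, 4 had an unadjusted p under 0.05 and were higher in both injured rats, the other, of Tpm1, was at 14.0 FPKM in injured 4A and near 0 in the other rats, and 0 of these genes moved by 1.5 as a whole. The Tpm1 transcript with the largest change was at 18.1 and 60.2 FPKM after injury and at 0.0128 and 0.367 FPKM in normal tissue, and the sum over the 15 transcripts of this tropomyosin gene had a log2 fold change of -0.99 (standard error 0.88), with injured 4A alone below the normal range. For Mprip the transcript was at 11.0 and 11.9 FPKM against 0.029 and 1.19 FPKM. Under the calcium term stand Gtf2i, a transcription factor, and Nol3, a repressor of apoptosis. The Gtf2i transcript was at 6.93 and 13.1 FPKM in injured rats and at 2.37 and 0.977 FPKM in normal rats. Epithelial cell differentiation, inner cell mass proliferation, lipoteichoic acid binding and lipopolysaccharide binding rest on the same 2 transcripts of a single locus, on chromosome 1 of rn7 from 185724935 to 185820100. Table S3 names this locus LOC100911413, and the deposited gene column gives it no gene name. The same 4 terms also stand among those for the lower transcripts, with 2 other transcripts of this locus and 1 of Dmbt1, as do extracellular space with 10 transcripts and stress fiber with 3. One of the higher transcripts of the locus was at 24.7 and 7.60 FPKM in injured rats and at 1.89 and 0.920 FPKM in normal rats. No transcript under these terms passed the adjusted p from limma, and no enrichment was tested here, since the transcripts were chosen on these libraries.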

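The terms for the lower transcripts include some with salivary gland genes, with loci that have no gene name and with matrix genes. Endopeptidase inhibitor activity has 5 transcripts, of Smr3b, Oprpn, Vcsa2 and a locus that Table S3 names A2ml1, and sensory perception of pain has 4 of Smr3b, Oprpn and Vcsa2. These are salivary gland genes, and their level came from 1 rat. Smr3b was at 71497 FPKM in normal 2A, 0.414 FPKM in normal 3A and 0.167 FPKM in injured 3A and was listed at 0 in injured 4A. Oprpn was at 3665 and 0.590 FPKM in normal 2A and normal 3A and was listed at 0 in both injured rats. For both terms, 0 transcripts had an unadjusted p under 0.05 from limma. Synaptic signaling and kinocilium rest on the same 3 loci outside named exons, all lower by at least 1.5, of which 2 had an unadjusted p under 0.05. One of the 2 that lie in introns, on chromosome 6 of rn7 from 28320959 to 28321243, was at 19.5 and 7.65 FPKM in normal rats and 2.00 and 3.59 FPKM in injured rats. WW domain binding rests on 3 transcripts of Tceal7, a transcription elongation factor-like gene, which were at 15.7 to 36.8 FPKM in normal rats and 3.74 to 7.68 FPKM in injured 3A and were listed at 0 in injured 4A. Among the 7 transcripts of extracellular matrix are those of Thbs2, the antiangiogenic thrombospondin-2, and Dmbt1, a scavenger receptor of mucosal surfaces. The Dmbt1 transcript was at 8.08 and 11.9 FPKM in normal rats and at 0.0856 and 0.0914 FPKM in injured rats, with a log2 fold change of -3.31. The Thbs2 transcript was at 12.6 and 11.9 FPKM against 0.0869 and 1.70 FPKM, and the gene sum of Thbs2 had a log2 fold change of 0.79. All 7 had an unadjusted p under 0.05, 0 passed the adjusted one, and 0 of their genes moved by 1.5 as a whole.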

The majority of the upregulated genes in injured tissues belong to the phagosome, focal adhesion, ECM-receptor interaction, cellular senescence, and cell-adhesion molecule pathways (Figure 2b), which are closely related to inflammatory response, tissue damage, and repair. However, downregulated genes in injured tissues were associated with the tight junction, salivary secretion, endocytosis, and allograft rejection pathways, including graft-versus-host disease with the highest Rich Factor (Figure 2d).

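The pathway genes fall into antigen-presenting RT1 genes, matrix genes that bind integrins and a few of the cytoskeleton. RT1-A1, RT1-CE11 and RT1-CE13, heavy chains of rat MHC class I, make up 3 of the 4 transcripts of phagosome, and 3 of the 4 of cellular senescence and of cell adhesion molecules. Each of the 3 was seen in injured 3A, at 19.1, 15.4 and 17.5 FPKM, and was near 0 in injured 4A. RT1 genes are near-identical copies that can share reads, so their values are uncertain. The fourth transcript of phagosome, of the tubulin gene Tuba1a, was at 27.1 FPKM in injured 4A and near 0 in the other 3 rats. Focal adhesion and ECM-receptor interaction share Chad, a ligand of integrins, and 2 loci that Table S3 names Lamb1 and Col6a3, for a laminin chain and a collagen chain. The first locus, read from the strand opposite to a reference gene, was at 10.9 FPKM and the second at 16.3 FPKM in injured 4A, and both were below 1 FPKM in injured 3A. Focal adhesion also holds a transcript of Mylk, the kinase of myosin light chain, at 12.8 and 17.9 FPKM in the injured rats and near 0 in the normal rats. An unadjusted p under 0.05 was reached by 0 of the 4 transcripts of phagosome, 2 of the 4 of focal adhesion, 1 of the 3 of ECM-receptor interaction, 1 of the 4 of cellular senescence and 0 of the 4 of cell adhesion molecules. No transcript passed the adjusted p from limma.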

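Tight junction holds the claudin gene Cldn10, Actb and the muscle myosin gene Myh1. Cldn10 was at 48.0 FPKM in normal 2A and at 0.209, 0.121 and 0.355 FPKM in normal 3A, injured 3A and injured 4A. The Actb transcript was at 30.4 and 15.4 FPKM in normal rats and 8.83 and 3.98 FPKM in injured rats, while the actin gene as a whole had a log2 fold change of 0.03. Salivary secretion holds the water channel gene Aqp5, Dmbt1 and 2 transcripts of the locus named LOC100911413. Aqp5 was at 109 FPKM in normal 2A and at 0.852, 0.480 and 0.255 FPKM in normal 3A, injured 3A and injured 4A. In the same library, normal 2A, the median over 15 salivary gland genes was 5.60 on log2(FPKM + 1), against 0.89, 0.57 and 0.09 in normal 3A, injured 3A and injured 4A. The salivary list was lower in the injured group (camera from limma, adjusted p = 0.00031; adjusted p = 0.662 with an estimated correlation), and 7 of its members had been seen in Table S3 when the list was written. Graft-versus-host disease and allograft rejection hold the same 4 transcripts, of RT1-A3, RT1-Bb and RT1-CE16. The level of the 4 came from normal 3A, where they were at 56.6, 14.4, 20.5 and 155 FPKM, and each was at or below 1.37 FPKM in the other 3 rats. Endocytosis shares the class I genes RT1-A3 and RT1-CE16 with these pathways. An unadjusted p under 0.05 was found for 0 of the 4 transcripts of graft-versus-host disease, 0 of the 4 of endocytosis, 1 of the 4 of tight junction and 3 of the 4 of salivary secretion, and 0 transcripts passed the adjusted p from limma.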

### 3.4. The GSEA Analysis

To study the molecular mechanism related to injury of the urethra tissues, we performed the gene set enrichment analysis using the GSEA [34] software (Supplementary Tables S8 and S9, respectively). 

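Genes of the complement system, which tags and lyses foreign or damaged cells, stood higher in both injured rats than in both normal rats in 21 of 28 measured members. The gene lists here and below were written from general knowledge and are not the GO and KEGG sets that the paper tested. The complement list rose as a group, with a median log2 fold change of 0.94 (camera from limma, adjusted p = 1.72e-14; adjusted p = 0.554 with an estimated correlation). C4a, which encodes the fourth component, was at 61.3 ± 12.1 FPKM in injured rats and 19.7 ± 0.0728 FPKM in normal rats (SD, n = 2 rats in each group), though it may share reads with its near copy C4b. C2, its partner in the C3 convertase, was at 107 ± 24.1 and 49.4 ± 1.96 FPKM, and Serping1, the inhibitor of C1, at 242 ± 32.9 and 123 ± 8.24 FPKM. Clu, for clusterin, an inhibitor of the lytic complex, had a log2 fold change of 0.46 (standard error 0.30), with overlap between the groups. Of the 28 genes, 16 had an unadjusted p under 0.05, all higher, 0 passed the adjusted p over all genes and 5 passed when adjusted over the list alone. The 18 coagulation genes rose by a median of 0.28 (adjusted p = 0.00264; adjusted p = 0.554 with an estimated correlation). Their members with the smallest p were F13a1, the clot-stabilizing factor XIII, at 6.52 ± 0.527 against 2.60 ± 0.207 FPKM, and F3, tissue factor, at 18.4 ± 4.52 against 11.2 ± 1.30 FPKM. In coagulation 0 genes passed over all genes and 1 when adjusted over the list alone. MHC class II genes, which present extracellular antigens, rose by a median of 0.60 over 12 members (adjusted p = 1.55e-05; adjusted p = 0.554 with an estimated correlation). Cd74, the invariant chain, was at 460 ± 86.7 FPKM in injured and 243 ± 7.92 FPKM in normal rats and RT1-Da, an alpha chain, at 114 ± 16.4 and 58.0 ± 2.63 FPKM. Of these 12, 0 passed over all genes and 1 when adjusted over the list alone. The 19 genes of VEGF production, the making of the vascular growth factor, rose by a median of 0.28 (adjusted p = 7e-05; adjusted p = 0.579 with an estimated correlation). Sulf1, a heparan sulfatase, and C5ar1, the receptor of C5a, had log2 fold changes of 0.63 and 0.97, and 0 members passed over all genes or when adjusted over the list alone. Markers of macrophages and monocytes, which share C1qa, C1qb and C1qc with the complement list, rose beside these lists, by a median of 0.58 in injured 3A and 1.34 in injured 4A (camera from limma, adjusted p = 5.92e-14; adjusted p = 0.56 with an estimated correlation). The calls of the complement, coagulation, MHC class II and VEGF lists were kept with each library left out in turn.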

The GSEA analysis showed that the gene sets of the protein activation cascade, complement activation, antigen processing and the presentation of peptide or polysaccharide antigens via MHC class II complement and coagulation cascades, positive regulation of vascular endothelial growth factor production, phagocytosis, engulfment, chemokine-mediated signaling pathway, cellular response to interferon-γ, and monocyte chemotaxis were significantly enriched in the injured group (Figure 3). These results were highly related to the activation of an inflammatory response, the release of inflammatory factors, tissue damage, and repair. On the other hand, keratin filament, oxidative phosphorylation, mitochondrial protein complex, respiratory chain complex, inner mitochondrial membrane protein complex, and the respiratory electron transport chain were the most relevant gene sets to the normal group (Supplementary Figure S2). This indicated that there were more biological processes related to mitochondrial activity in normal tissues, which seemed to mean that mitochondria were involved in the maintenance of the normal tissues.

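Macrophage markers, which were higher in both injured rats, overlap with these functions. Cd14, Fcer1g and Tyrobp stand on both the macrophage and the phagocytosis list, and Aif1, Csf1r and Cx3cr1 on both the macrophage and the monocyte chemotaxis list. The 42 genes of phagocytosis and engulfment rose by a median log2 fold change of 0.46 (camera from limma, adjusted p = 1.65e-07; adjusted p = 0.554 with an estimated correlation), with 26 above the normal range in both injured rats. Fcer1g and Fcgr1a, chains of receptors that bind antibody-coated particles, were at 48.7 ± 15.8 and 9.60 ± 3.35 FPKM in injured rats and at 19.7 ± 3.23 and 3.93 ± 0.0587 FPKM in normal rats (SD, n = 2 rats in each group). Gas6, which bridges dying cells to phagocytes, was at 286 ± 5.56 and 194 ± 10.6 FPKM. The 34 chemokine signaling genes rose by a median of 0.23 (adjusted p = 0.0156; adjusted p = 0.554 with an estimated correlation). Among them Ccl3 and Ccl21, which attract monocytes and lymphocytes, had log2 fold changes of 1.14 (standard error 0.23) and 0.86 (standard error 0.23), and Cxcl6, which attracts neutrophils, one of -1.18 (standard error 0.20). The 21 genes of monocyte chemotaxis rose by a median of 0.35 (adjusted p = 0.00344; adjusted p = 0.64 with an estimated correlation). Csf1r, the receptor of the macrophage growth factor, was at 19.4 ± 6.47 FPKM in injured and 7.88 ± 0.795 FPKM in normal rats, and S100a14, a calcium-binding protein of epithelia, at 49.5 ± 8.18 and 86.9 ± 9.23 FPKM. The 27 genes of the interferon-gamma response rose by a median of 0.13 (adjusted p = 0.0113; adjusted p = 0.64 with an estimated correlation), with Aif1, a macrophage protein, at a log2 fold change of 0.90. Unadjusted p-values under 0.05 went to 7 higher and 1 lower gene of phagocytosis, 6 and 2 of chemokine signaling, 4 and 2 of monocyte chemotaxis, and 1 and 0 of the interferon-gamma response. Over all genes 0 members of these lists passed the adjusted p, and when adjusted over the list alone 1 passed, in chemokine signaling. The call of chemokine signaling was lost in camera from limma without injured 3A (adjusted p = 0.229) and without normal 3A (adjusted p = 0.0699), and that of the interferon-gamma response without injured 3A (adjusted p = 0.666) and with reference transcripts only (adjusted p = 0.131). Chemokine signaling (adjusted p = 0.556) and monocyte chemotaxis (adjusted p = 0.109) also lost theirs in camera from limma among genes with a group mean of at least 5 FPKM. The paper states that its gene sets of the injured group relate closely to tissue damage and repair, an activated inflammatory response and the factors it releases.

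**Figure D2:**
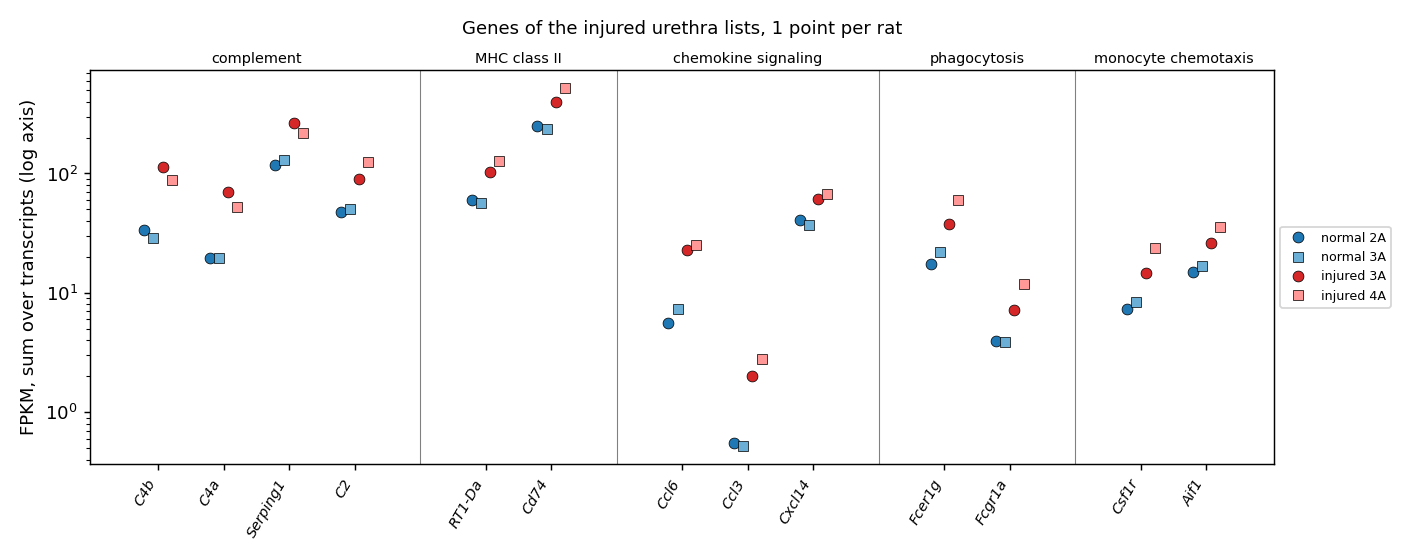
FPKM on a log axis, summed over the transcripts of each gene, of 13 genes of the complement, MHC class II, chemokine, phagocytosis and monocyte chemotaxis lists in each of the 4 rats. Blue points are the normal rats and red points the injured rats. In each gene drawn, both injured rats lie above both normal rats, and none passes the adjusted p. The genes are a selection and do not stand for whole lists. Cxcl6 and S100a14, which were lower in the injured rats, and Clu, which overlapped between the groups, are not drawn.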

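Keratins, the filament proteins of epithelial cells, were lower in the injured urethra, and genes of oxidative phosphorylation were lower mainly in 1 of the 2 injured rats. The 16 measured keratin genes fell by a median of 0.804 on the log2 scale (camera from limma, adjusted p = 1.62e-05; adjusted p = 0.554 with an estimated correlation), with both injured rats below both normal rats in 10. Krt5 and Krt14, keratins of basal epithelial cells, were at 61.5 ± 21.7 and 72.7 ± 20.8 FPKM in injured rats and at 137 ± 3.05 and 147 ± 39.2 FPKM in normal rats (SD, n = 2 rats in each group). Krt4, of stratified mucosa, was at 265 ± 21.4 and 529.6 ± 106 FPKM and Krt15, another basal keratin, at 359.7 ± 66.4 and 649 ± 117 FPKM. An unadjusted p under 0.05 was found for 5 keratins, all lower, 0 passed over all genes and 0 when adjusted over the list alone. The list shares 8 of its members with the urothelium markers. The 76 genes of oxidative phosphorylation, the respiratory chain and ATP synthase of mitochondria, fell by a median of 0.23 (adjusted p = 3.99e-07; adjusted p = 0.736 with an estimated correlation). Ndufs6, of complex I, was at 8.73 ± 2.75 and 13.9 ± 0.716 FPKM and Uqcrh, of complex III, at 185 ± 22.7 and 245 ± 21.6 FPKM. None of the 76 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone, and 16 were lower in both injured rats than in both normal rats. Against the mean of the normal rats, the median of these genes was -0.405 in injured 4A and -0.0409 in injured 3A. In the same comparison the median over 28 skeletal muscle genes, which belong to another tissue rich in mitochondria, was -6.53 in injured 4A and 0.39 in injured 3A. Without injured 4A the oxidative phosphorylation list was no longer called by camera from limma (adjusted p = 0.326).

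**Figure D3:**
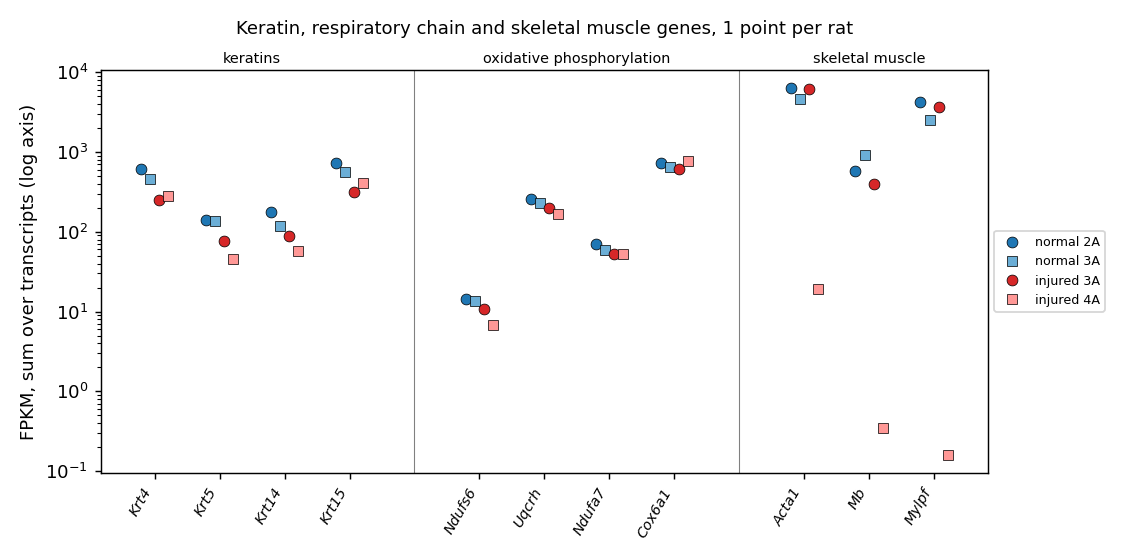
FPKM on a log axis, summed over the transcripts of each gene, of 4 keratin, 4 oxidative phosphorylation and 3 skeletal muscle genes in each of the 4 rats. Blue points are the normal rats and red points the injured rats. The 4 keratins are lower in both injured rats, and Acta1, Mb and Mylpf are lowest in injured 4A.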

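Genes of the respiratory chain and of the mitochondrial ribosome were expressed in all 4 libraries. The median over the oxidative phosphorylation genes was 7.43 and 7.17 on log2(FPKM + 1) in normal 2A and normal 3A, 7.19 in injured 3A and 6.83 in injured 4A. The most abundant members, Atp5f1e, a subunit of ATP synthase, and Cox6a1, of cytochrome c oxidase, had log2 fold changes of -0.04 (standard error 0.19) and 0.00 (standard error 0.21). Ndufv2, of complex I, had one of -0.42 (standard error 0.20, adjusted p = 0.857 from limma). In injured 4A, 74 of the 76 members lay below the mean of the normal rats, and in injured 3A 51 did. Injured 4A also had the fewest skeletal muscle transcripts, with all 28 genes of that list below the normal mean and Mb, for myoglobin, at 0.351 FPKM against 585, 923 and 398 FPKM in normal 2A, normal 3A and injured 3A. The 71 genes of the mitochondrial ribosome, which makes the proteins encoded in mitochondrial DNA, had a median log2 fold change of -0.03 (camera from limma, adjusted p = 0.783; adjusted p = 0.935 with an estimated correlation). Of these, 0 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone, 9 were above and 7 below the normal range in both injured rats. The direction of this list depended on the normal rat used, since it was higher in the injured rats without normal 2A (adjusted p = 0.0124) and lower without normal 3A (adjusted p = 0.00813).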

### 3.5. Small RNA Sequencing Profiles of Different Tissues of Rat Urethra

Using a BGISEQ-500 sequencer, we obtained four small RNA-seq (sRNA-seq) profiles from the same samples of rat urethra that were used for RNA-seq. The sequencing quality of these sRNA-seq reads was examined by FASTQC (Supplementary Figure S3). After the removal of the low-quality reads and the 3′ adaptors, an average of 33 million clean reads with ≥18 nt for each of these four sRNA-seq profiles were obtained (Supplementary Table S10). In these four sRNA-seq libraries, we examined the length distributions of the small RNA reads and unique sequences. The peak at 22 nt was found in all libraries for reads, suggesting the good quality of these libraries (Supplementary Figure S4).

### 3.6. Conserved miRNAs and Their Expression Patterns in Different Tissues

A pipeline proposed previously [35] was used to generate an sRNA tissue frequency file for the four sRNA-seq libraries. The frequencies of mature miRNAs in different small RNA sequencing profiles were then calculated by aligning the sRNA tissue frequency file to unique mature miRNAs available at the miRBase (v 22) [36] and normalized to Reads Per Ten Million (RPTM) sequencing tags. After filtering out lowly expressed miRNAs, a total of 526 miRNAs with mean expression levels of at least 1 RPTM in one of the groups were used in further analysis (Supplementary Table S11). The edgeR program [29] was used to identify differentially expressed miRNAs (DEMs) in different tissues of rat urethra. An analysis of these data revealed a total of 10 miRNAs that were differentially expressed in injured tissues (Supplementary Table S12). Among these DEMs, six were found to be upregulated, while four were downregulated (Figure 4a). The bi-clustering was performed for the DEMs. As shown in Figure 4b, samples of the same groups were clustered together in the clustering analysis of the miRNA expression profiles.

### 3.7. Target Gene Prediction and Functional Regulatory Network of DEMs

As miRNAs may regulate protein-coding genes, we further predicted the target genes of the identified DEMs using the HitSensor algorithm [38]. A large number of putative targets for conserved miRNAs were identified (Supplementary Tables S13 and S14). Because miRNAs normally repress the expression of their targets in a mild way [21], we chose targets whose expression levels show opposite change to the expression change of miRNAs. By filtering these miRNAs: target pairs in the edgeR results of RNA-seq analysis, a total of six upregulated miRNAs corresponding to 59 downregulated genes (logFC < −0.19) and two downregulated miRNAs corresponding to 23 upregulated genes (logFC > 0.1) were used for further analysis (Supplementary Tables S15 and S16). We thus obtained complex regulatory networks between miRNAs and their target genes, as illustrated in Figure 5a,b.

These target genes of DEMs were applied to KOBAS (v 3.0) [30] to identify the enriched GO terms and KEGG pathways (Supplementary Tables S17–S20, respectively). The results revealed that genes corresponding to upregulated miRNAs in injured tissues compared with normal tissues were associated with the vascular endothelial growth factor receptor-2 signaling pathway, positive chemotaxis, tube formation, regulation of p38MAPK cascade, cytoplasm, cytosol, vascular endothelial growth factor receptor 2 binding, platelet-derived growth factor receptor binding, and protein kinase binding (Figure 6a). On the other hand, genes corresponding to downregulated miRNAs in injured tissues mainly consisted of the GO terms, such as the cAMP response element binding protein binding, mRNA 3′-UTR binding, nucleus, positive regulation of cell adhesion molecule production, multicellular organismal reproductive process, and the regulation of mRNA stability (Figure 6c). The majority of the genes corresponding to the upregulated miRNAs in injured tissues belong to the PI3k-Akt signaling pathway, Apoptosis and Cell adhesion molecules (CAMs) pathways (Figure 6b). However, genes corresponding to downregulated miRNAs in injured tissues were associated with RNA transport, RNA degradation, Notch signaling pathway, Metabolic pathways, HIf-1 signaling pathway, and Glutathione metabolism pathways (Figure 6d).

## 4. Discussion

Using RNA-seq, we investigated how mechanical injury induced whole transcriptome alterations in injured and normal urethral tissues. We identified 166 differentially expressed genes between the injured and normal groups, including 69 upregulated and 97 downregulated genes. The functional annotation of injury-altered expression genes shows that the significantly upregulated genes included the inflammatory and immune response (*Ccl6*, *Casp1*, *Anxa2*, *Rnf7*, *Plaur*, *Anpep*, *LOC100911413*, *App*, *C4b*, *RT1-A1*, *Sptan1*, and *Tuba1a*), wound healing and tissue regeneration (*Plaur*, *LOC100911413*, *Lamb1*, *Col14a1*, and *Mylk*), and cell apoptosis (*Sptan1*, *Tuba1a*, *Ccl6*, *App*, *Igfbp3*, and *Casp1*). 

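Of the inflammatory genes named, the chemokine gene Ccl6 and the complement gene C4b were higher as whole genes in both injured rats, by more than the spread between rats. Ccl6 lies on chromosome 10 of rn7 from 68381179 to 68385811 and was at 24.0 ± 1.40 FPKM in injured rats and 6.50 ± 1.23 FPKM in normal rats (SD, n = 2 rats in each group), a log2 fold change of 1.74 (standard error 0.17, adjusted p = 0.583 from limma). C4b, on chromosome 20 from 4197371 to 4211684, was at 100.4 ± 18.1 and 31.2 ± 3.22 FPKM, a log2 fold change of 1.65 (standard error 0.19, adjusted p = 0.756), and shares sequence with C4a. App, the amyloid precursor, and Sptan1, a spectrin of the membrane skeleton, were above the normal range in both injured rats with log2 fold changes of 0.34 and 0.32. Plaur, the urokinase receptor, was at 5.33 and 12.2 FPKM in injured 3A and injured 4A and at 4.22 and 5.24 FPKM in the normal rats. For the other genes the gene sum overlapped between the groups. Casp1, the protease that activates interleukin-1 beta, had log2 fold changes of -0.13 for the gene, 2.33 for the listed higher transcript and -3.22 for the listed lower one. Rnf7, of a ubiquitin ligase, had -0.08 for the gene and 3.07 for the transcript. Anxa2, Anpep and Tuba1a had gene values of 0.16, 0.03 and 0.16, with Anxa2 and Tuba1a below both normal rats in injured 3A and above them in injured 4A, and the listed transcripts of Anxa2 and Anpep were seen in injured 4A alone, at 117 and 16.5 FPKM. RT1-A1, a class I chain that may share reads with its copies, was at 25.2 FPKM in injured 3A and 4.33 FPKM in injured 4A. Of the wound healing and apoptosis genes, Col14a1, a fibril-associated collagen, had a gene value of 0.75 (standard error 0.54) and a transcript at 38.7 and 98.6 FPKM in the injured rats against values near 0 in the normal rats. Mylk had a transcript value of 4.01 and a gene value of -0.29 (standard error 0.45), with injured 3A above and injured 4A below both normal rats. LOC100911413 and Lamb1 are names from Table S3 for loci that the deposited gene column does not name. None of the gene sums named here passed the adjusted p.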

The aberrant expression of some of these genes was previously reported to be important in the development of inflammatory cascade. This evidence suggested that injured urethral tissue showed a heavy inflammatory response and coexistence of tissue regeneration, as described in previous studies concerning neuroprotection of traumatic brain injury [41]. However, *Pygm*, *Pdcd4*, *Atp5pf*, *Rpl5*, *Ca3*, *Adgrf5*, *Smarca2*, *Eef1a2*, *Aplp2*, and *Myh1*, which were involved in metabolic processes and ATP synthesis, were downregulated after injury, indicating that those mitochondrial functional associated genes might be highly sensitive to the injury of the urethral tissue. 

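Pygm, Ca3, Eef1a2 and Myh1, which encode muscle glycogen phosphorylase, muscle carbonic anhydrase, a muscle and nerve form of elongation factor 1 and a fast muscle myosin, were plainly expressed in 1 injured rat and very low in the other. In injured 4A they were at 11.1, 14.7, 0.564 and 0.0240 FPKM, and in injured 3A at 397, 619, 157 and 287 FPKM. Their normal values were 375 and 129 FPKM for Pygm, 797 and 278 for Ca3, 126 and 133 for Eef1a2 and 714 and 489 for Myh1, in normal 2A and normal 3A. Their log2 fold changes were -1.67 (standard error 1.87), -2.26 (standard error 1.96), -3.05 (standard error 2.36) and -5.11 (standard error 2.89). Other skeletal muscle genes ran in the same way, with a list median of 8.94, 7.58 and 8.73 on log2(FPKM + 1) in normal 2A, normal 3A and injured 3A and 0.39 in injured 4A. The muscle list was lower in the injured group (camera from limma, adjusted p = 5.75e-05; adjusted p = 0.736 with an estimated correlation) and higher without injured 4A (adjusted p = 0.0492). It was written with Myh1, Ca3, Pygm, Tnni1, Ldb3 and Ryr1, names that had been seen in Table S3. Pdcd4, an inhibitor of translation, and Atp5pf, of ATP synthase, had log2 fold changes of -0.28 (standard error 0.18) and -0.23 (standard error 0.18). Pdcd4 was lower in both injured rats than in both normal rats, at 57.4 and 62.0 FPKM against 82.1 and 64.4 FPKM. Its listed transcript was at 2.00 and 1.29 FPKM in injured rats and 9.13 and 16.8 FPKM in normal rats. Atp5pf has a transcript listed as lower and another listed as higher. Rpl5, a ribosomal protein, Smarca2, a chromatin remodeler, Aplp2, a relative of the amyloid precursor, and Adgrf5, an adhesion receptor, had gene values of 0.14, 0.11, 0.02 and -0.06. The level of their listed transcripts came from 1 normal rat, at 41.7, 16.4 and 9.80 FPKM in normal 2A for Rpl5, Smarca2 and Adgrf5 and at 23.6 FPKM in normal 3A for Aplp2, and the Smarca2 transcript was also at 0.775 FPKM in injured 3A. The adjusted p of the 10 genes ran from 0.869 to 0.989 (limma).

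**Figure D4:**
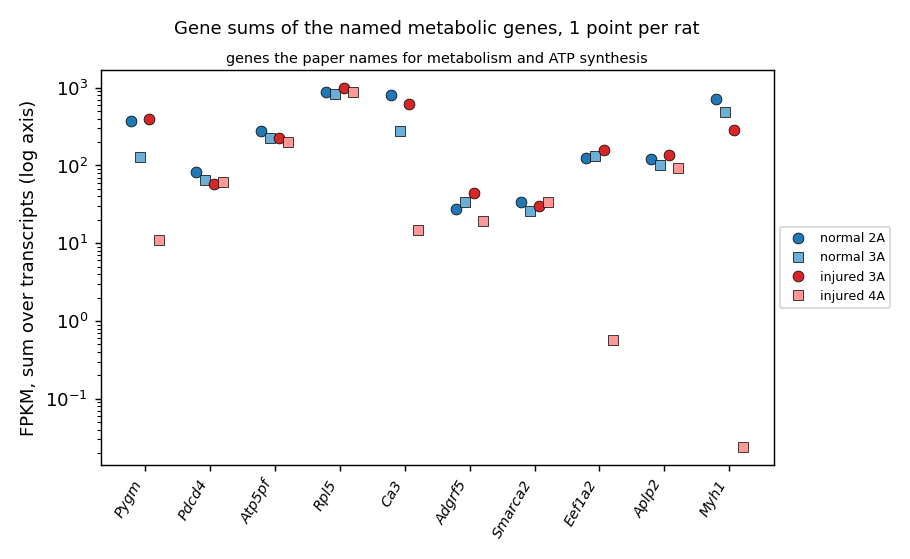
FPKM on a log axis, summed over the transcripts of each gene, of the 10 genes in each of the 4 rats. Blue points are the normal rats and red points the injured rats. Pygm, Ca3, Eef1a2 and Myh1 are lowest in injured 4A, and the other 6 genes stay within a narrow range.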

Zhou et al. [42] found that damaged mitochondria release reactive oxygen species, which further activate the NLRP3 inflammasome. NLRP3 inflammasome is a molecular complex that triggers innate immune defense through the maturation of pro-inflammatory cytokines such as interleukin-1beta (IL-1beta) in response to danger signals, such as from infection and metabolic disorders [43,44]. This was also consistent with our GSEA results, and we speculated that the clearance of damaged mitochondria might be a potential intervention target to deal with injury-induced inflammation.

Next, the functional enrichment analysis of the differentially expressed genes was performed by GO and KEGG pathway analysis. We found that the release of sequestered calcium ions into the cytosol by sarcoplasmic reticulum, positive regulation of epithelial cell differentiation, inner cell mass cell proliferation, peptidase activator activity, WW domain binding, phagosome, focal adhesion, and ECM-receptor interaction could be meaningfully related to the regulation of mechanical damage treatment in urethral tissues. Indeed, some of these GO terms and KEGG pathways have also been reported in esophageal injury induced by ionizing radiation [45].

Our GSEA results showed that the protein activation cascade, complement activation, complement and coagulation cascades, positive regulation of vascular endothelial growth factor production, phagocytosis, chemokine-mediated signaling pathway, cellular response to interferon-γ, and monocyte chemotaxis were the most significantly enriched gene sets in injured group. Complements serve as an initial defense mechanism against unwanted host elements or nonself cells [46]. Complement-mediated functions range from direct cell lysis to the regulation of humoral and adaptive immunity [47]. Moreover, this system also regulates many inflammatory and immunological processes [48]. Angiogenesis is a hallmark of wound healing, the menstrual cycle, cancer, and various ischemic and inflammatory diseases. Vascular endothelial growth factor (VEGF) is an interesting inducer of angiogenesis and lymphangiogenesis; it binds to tyrosine kinase receptors and results in endothelial cell proliferation, migration, and new vessel formation [49]. In our GSEA analysis, we found that the expression of complement *C5* (*C5*) was upregulated after injury. According to its functional annotation, we found that it was highly correlated with the production of vascular endothelial growth factors. In addition, it was also correlated with complement activation, inflammatory response, and regulation of chemotaxis. Sinno et al. [50] found that complement *C5* has been shown to be chemotactically active for monocytes and polymorphonuclear leukocytes. It strengthens the inflammatory response by promoting the release of free radicals and tissue digestive enzymes by inflammatory cells [51]. On the other hand, the increase in inflammatory cells stimulates epithelialization, fibroblast activation, and collagen deposition, which further increases the breaking strength of the wound [11,12]. In general, the results of GSEA suggested that in mechanically induced injured tissues, genes related to complement activation and angiogenesis were activated, leading to the occurrence of inflammatory response and accelerating tissue repair. We speculated that early activation of *C5* was helpful for tissue repair of mechanically induced injury.

Through sRNA-seq, we found that there were 10 differentially expressed miRNAs between normal and injured samples, of which six (rno-miR-212-5p, rno-miR-339-5p, rno-miR-31a-3p, rno-miR-34b-3p, rno-miR-532-3p, rno-miR-31a-5p) were upregulated and 4 (rno-miR-486, rno-miR-503-5p, rno-miR-376a-3p, rno-miR-410-3p) were downregulated in the injured samples. In our study, we found that *Tp53inp1* was targeted by one upregulated miRNA, miR-339-5p (Figure 5a,c). Tumor protein p53-inducible nuclear protein 1 (*Tp53inp1*) is a proapoptotic, stress-induced *p53* target gene that has the ability to interact with *p53* and modulates its transcriptional activity [52]. He et al. [53] found that the overexpression of miR-155 in acute myocardial infarction (AMI) induced cardiac fibrosis by directly targeting the *Tp53inp1* gene and inhibiting its expression, while downregulated *Tp53inp1* dramatically promoted the mRNA and protein expression levels of collagen I/III and increased the expression level of α-SMA in cardiac fibroblasts. We speculated that the upregulated miR-339-5p inhibited the expression of *Tp53inp1* in injured urethral tissues, resulting in the deposition of fibrin in urethral tissue and promoting urethral remodeling.

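Tp53inp1, which promotes cell death and autophagy under stress, was lower in both injured rats, though barely so in injured 3A. Its gene sum was 8.60 and 5.65 FPKM in injured 3A and injured 4A and 8.80 and 9.48 FPKM in normal 2A and normal 3A. The log2 fold change was -0.34 (standard error 0.22, adjusted p = 0.869 from limma). The gene lies on chromosome 5 of rn7, where its 2 transcripts in the table reach from 24253865 to 24272204. The transcript that matches the reference had a log2 fold change of -0.24 and the longer one -0.54, with standard errors of 0.23 and 0.29. The difference is within the spread between the injured rats. The levels of miRNAs were not analysed here.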

Duan et al. [54] demonstrated that the overexpression of *Dab2ip* can inhibit the proliferation, migration, and apoptosis of pancreatic cancer cells. In our results, *Dab2ip* was targeted by one upregulated miRNA, mir-31a-5p (Figure 5a,c). We speculate that the upregulated mir-31a-5p in injured tissues targets *Dab2ip*, resulting in the decrease in *Dab2ip* expression and promoting the proliferation and migration of urethral epithelial cells.

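Dab2ip, a brake on Ras signaling, was at 32.9 ± 2.13 FPKM in injured rats and 34.1 ± 0.603 FPKM in normal rats (SD, n = 2 rats in each group). Injured 3A, at 34.4 FPKM, lay between normal 2A and normal 3A, at 34.5 and 33.7 FPKM, and injured 4A was at 31.4 FPKM. The log2 fold change of the gene was -0.05 (standard error 0.12, adjusted p = 0.953 from limma). Dab2ip lies on chromosome 3 of rn7, with 6 transcripts that reach from 18915290 to 19086282, and their log2 fold changes ran from -0.25 to 0.06. No transcript passed the adjusted p.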

*Tp53inp1* and *Dab2ip* are tumor suppressor genes [52,54]. According to the GO and KEGG function annotation of *Tp53inp1* and *Dab2ip*, we found that they are involved in the negative regulation of cell population promotion, positive regulation of the apoptotic process, negative regulation of fibroblast promotion, and positive regulation of the apoptotic signaling pathway. In injured urethral tissues, we found that they were targeted by one upregulated miRNA, mir-339-5p and mir-31a-5p, respectively, and their expression decreased, resulting in the opposite effect. We can speculate that the inhibitory effect of related tumor suppressor genes is weakened after urethral injury.

In our study, mir-486 was found to be downregulated after urethral injury. We further found that mir-486 targeted *Wdr35*, *Radil*, *Csdc2*, and *Galnt11*, respectively, and they were all upregulated (Figure 5b,d). Some of these genes were annotated with GO and KEGG functional analysis, and we found that they were involved in positive regulation of the apoptotic process, positive regulation of the release of cytochrome c from mitochondria, substrate adhesion-dependent cell spreading, transcription factor binding, regulation of mRNA stability, metabolism of proteins, and the regulation of Notch signaling pathway. 

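Csdc2, which encodes an RNA-binding cold shock protein, and Wdr35, a protein of transport within cilia, were higher in both injured rats than in both normal rats. Csdc2 lies on chromosome 7 of rn7 from 113451998 to 113466464 and was at 7.11 ± 1.45 FPKM in injured rats and 4.65 ± 0.0629 FPKM in normal rats (SD, n = 2 rats in each group). Its log2 fold change was 0.51 (standard error 0.17, adjusted p = 0.787 from limma). Wdr35 was at 3.59 ± 0.192 and 3.12 ± 0.132 FPKM, a log2 fold change of 0.16 (standard error 0.14, adjusted p = 0.878). Radil, an adhesion protein that acts downstream of Rap1, was at 4.38 FPKM in injured 3A, between the normal rats at 3.88 and 4.73 FPKM, and at 6.55 FPKM in injured 4A. Galnt11, which starts O-linked sugar chains, was at 17.4 and 15.7 FPKM in injured rats and 15.7 and 16.4 FPKM in normal rats, a log2 fold change of 0.04 (standard error 0.12). None of the 4 genes passed the adjusted p.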

Previous studies have shown that upregulated mir-486 plays a protective role in PM2.5-induced human lung alveolar epithelial A549 cells by reducing cell apoptosis, preventing ROS production, and reducing cell injury [55]. Moreover, upregulated mir-486-5p inhibited the hyperproliferation and excessive production of collagen in hypertrophic scar fibroblasts via the IGF1/PI3K/AKT pathway [56]. Various studies suggest that mir-486 is a protective miRNA. Altogether, we speculate that the mir-486 can be used as a biomarker for the early diagnosis of urethral injury, and the regulation of mir-486 may be a potential intervention target in injured urethral tissues.

Despite this potential, there are several limitations of this study that should be acknowledged. First, although using animal models is a powerful tool for obtaining valuable bioinformatics evidence, the results cannot be extrapolated directly to humans because of species differences. Second, in addition to miRNAs, other non-coding RNAs, such as long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs), also play important roles in the process of gene regulation induced by injury, which is worthy of comprehensive exploration in this regard. Finally, our results provide a number of candidate biomarkers or intervention targets; however, these candidates can only be predicted using available informatics analyses or literature, so further research is needed to validate their specific roles.

## 5. Conclusions

We provide the first identification of DE mRNAs and miRNAs in the urethra of rats with simulated clinical urethral injury using RNA sequencing and small RNA sequencing. Moreover, bioinformatics analysis identified promising candidate target genes and miRNAs and the target regulatory network were constructed. These findings provide valuable insights into the molecular mechanism of urethral injury and open up new possibilities for the development of novel therapeutic strategies for effective treatments.

## Figures and Tables

**Figure 1:**
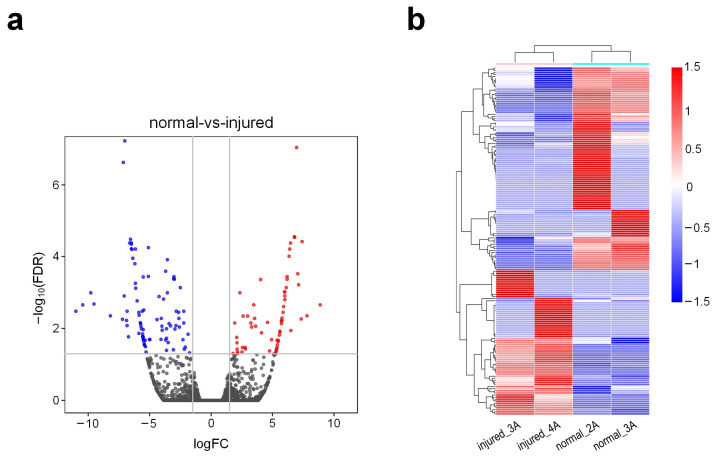
Expression patterns of genes in different groups of rat urethra. (**a**) Deregulated genes in injured tissues when compared to those in normal tissues. Red dots indicate the upregulated genes, blue dots indicate the downregulated genes and black dots indicate the non-differential genes (|log_2_(Fold Change (FC))| ≥ 1.5 and FDR value < 0.05); (**b**) The bi-clustering of genes expression profiles in different groups of rat urethra samples. The log_2_(FPKM + 1) of the transcripts were used in the analysis.

**Figure 2:**
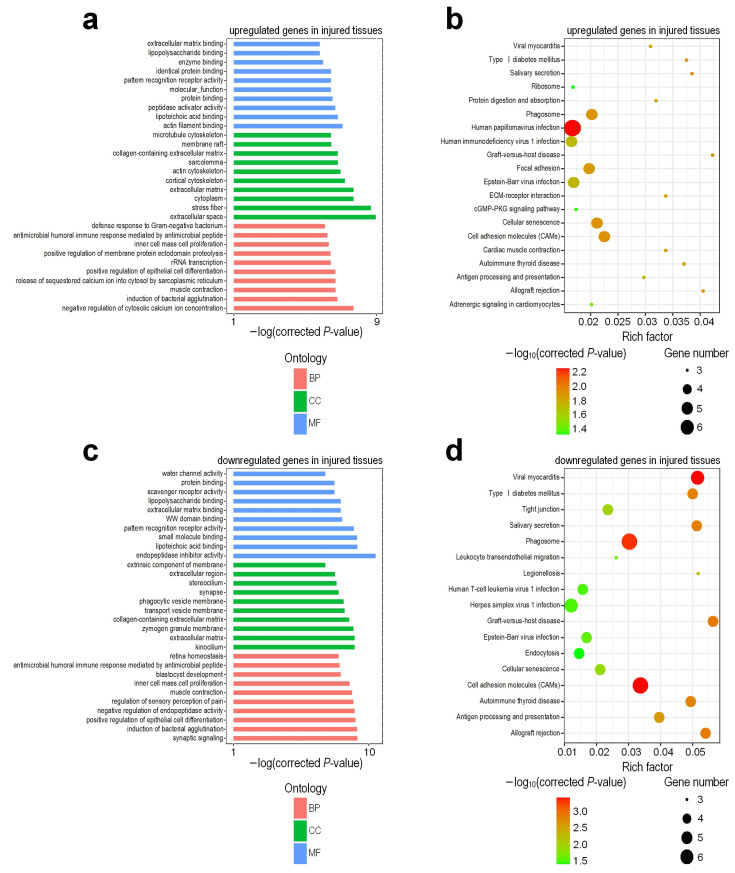
Enriched GO terms and KEGG pathways in deregulated genes when comparing RNA-seq profiles of the injured and normal tissues of rat urethra. (**a**) GO terms of upregulated genes in injured tissues; (**b**) Enriched KEGG pathways of upregulated genes in injured tissues; (**c**) GO terms of downregulated genes in injured tissues; (**d**) Enriched KEGG pathways of downregulated genes in injured tissues. In Part (**a**) and (**c**), the BP, CC and MF represent biological process, cellular component and molecular function, respectively. In Part (**b**) and (**d**), the Rich factor is calculated by dividing the number of input genes with the KEGG pathway by the total number of genes within the same pathway.

**Figure 3:**
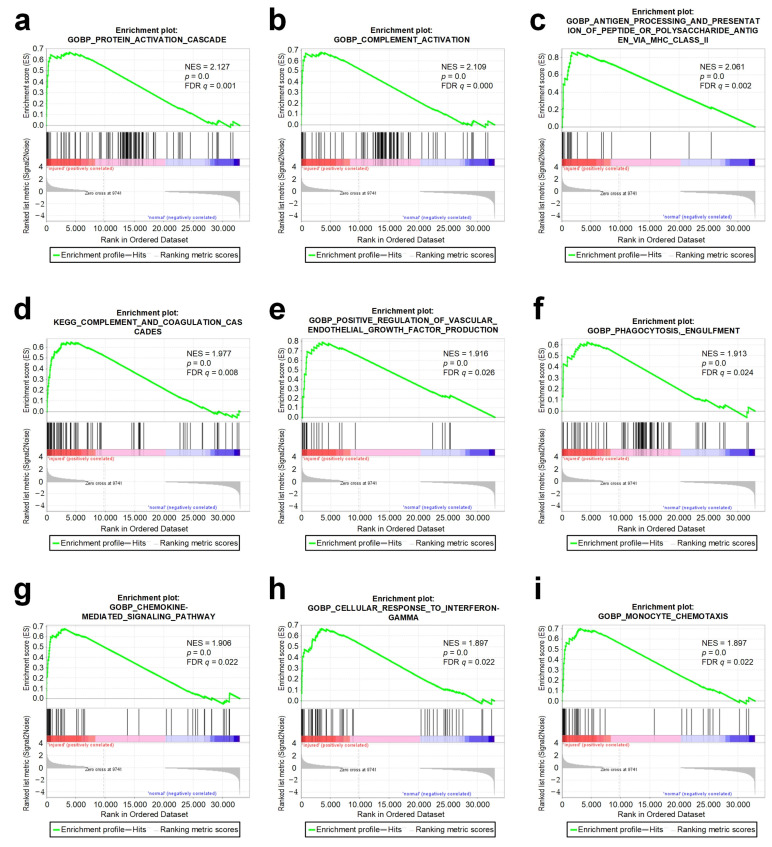
GSEA analysis of nine representative significantly enriched gene sets in phenotype injured. Enrichment plots comparing injured toward normal phenotype were depicted with following sets of genes: (**a**) GOBP protein activation cascade; (**b**) GOBP complement activation; (**c**) GOBP antigen processing and presentation of peptide or polysaccharide antigen via MHC class II; (**d**) KEGG complement and coagulation cascades; (**e**) GOBP positive regulation of vascular endothelial growth factor production; (**f**) GOBP phagocytosis, engulfment; (**g**) GOBP chemokine-mediated signaling pathway; (**h**) GOBP cellular response to interferon-γ and (**i**) GOBP monocyte chemotaxis. Comparison of samples, NES, nominal *p*-value, and FDR *q*-value were determined by the GSEA software and were indicated within each enrichment plot.

**Figure 4:**
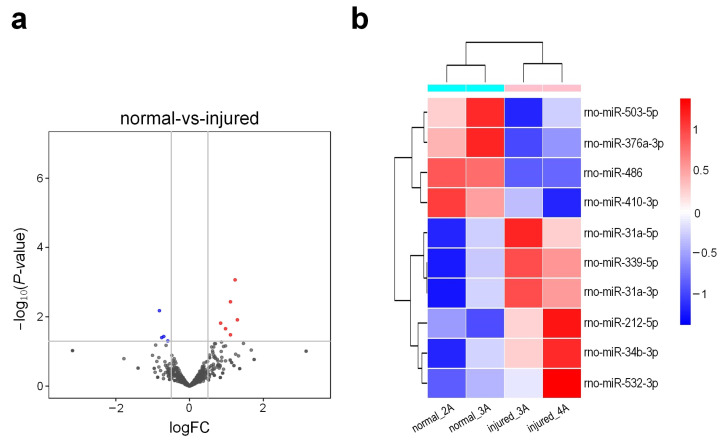
Expression patterns of miRNAs in different groups of rat urethra. (**a**) Deregulated miRNAs when comparing their expression levels in injured tissues to those in normal tissues. Red dots indicate the upregulated miRNAs, blue dots indicate the downregulated miRNAs and black dots indicate the non-differential miRNAs (|log_2_(Fold Change (FC))| ≥ 0.5 and *p*-value < 0.05); (**b**) The bi-clustering of miRNAs expression profiles in different groups of rat urethra in sRNA-seq profiles. The values shown are the log_2_(RPTM + 1) of the miRNAs.

**Figure 5:**
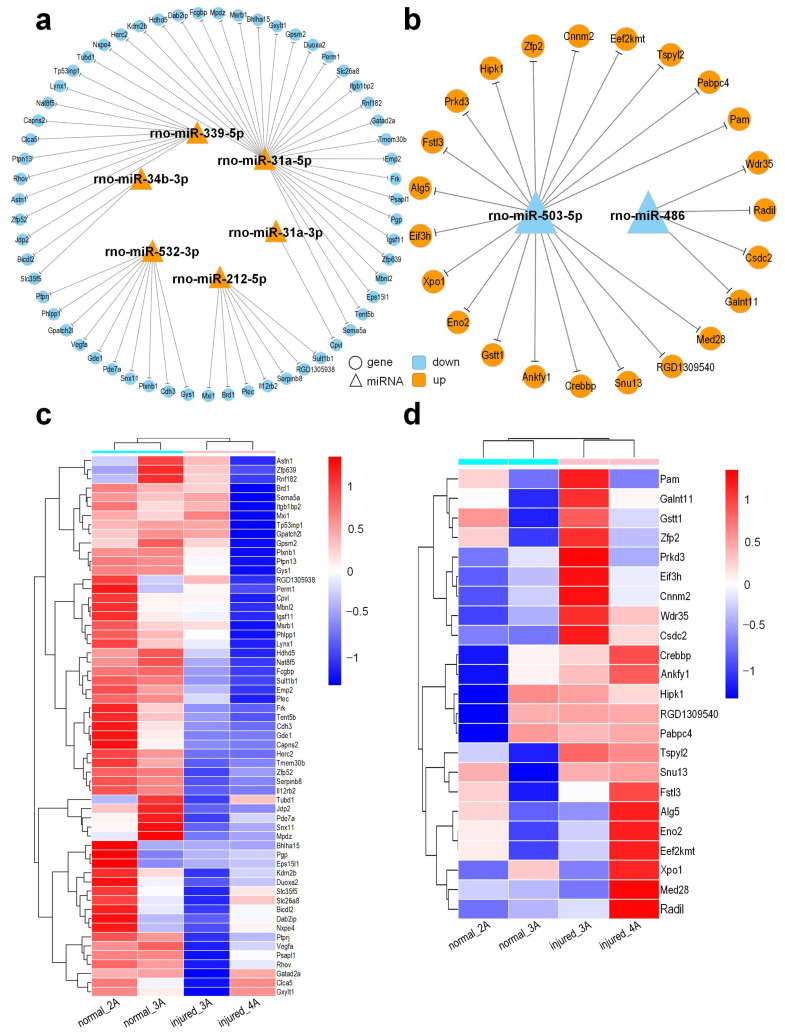
Differentially expressed miRNAs (DEMs) and their target genes in injured urethral tissues compared to normal urethral tissues. (**a**) The upregulated miRNAs and their target genes that were downregulated (logFC < −0.19) in the injured urethral tissues; (**b**) The downregulated miRNAs and their target genes that were upregulated (logFC > 0.1) in the injured urethral tissues. The triangles and circles represent miRNAs and target genes, respectively. The orange and blue colors represent upregulation and downregulation, respectively; (**c**) The bi-clustering of targets of upregulated miRNAs in Part (**a**) in different groups of rat urethra in sRNA-seq profiles; (**d**) The bi-clustering of targets of downregulated miRNAs in Part (**b**) in different groups of rat urethra in sRNA-seq profiles. In Part (**b**) and (**d**), the values shown are the log_2_(FPKM + 1) of the genes.

**Figure 6:**
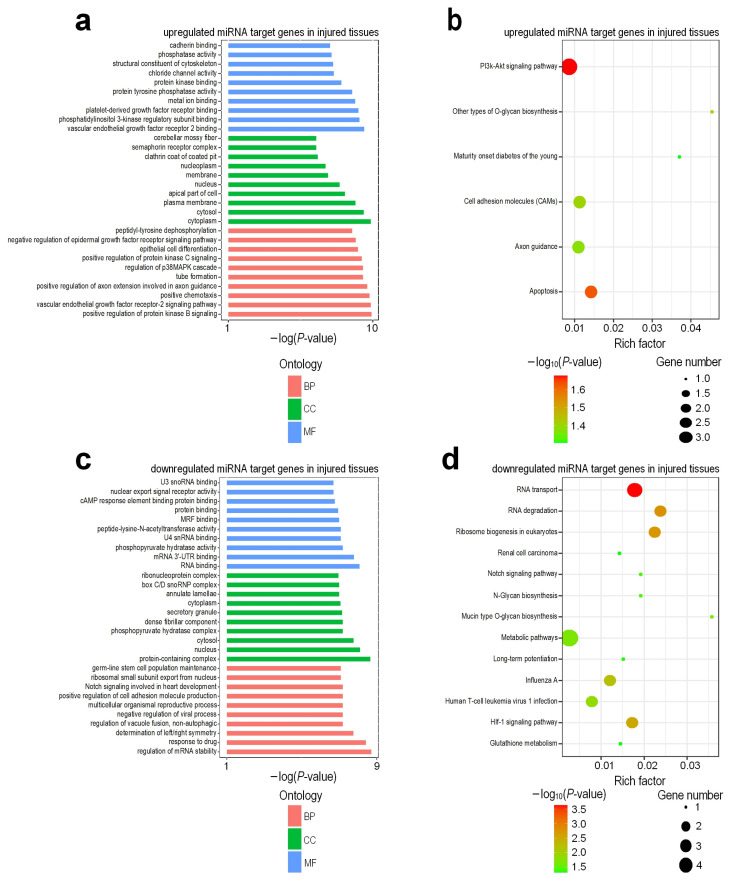
Enriched GO terms and KEGG pathways in deregulated miRNA target genes when comparing sRNA-seq profiles of the injured and normal tissues of rat urethra. (**a**) GO terms of upregulated miRNA target genes in injured tissues; (**b**) Enriched KEGG pathways of upregulated miRNA target genes in injured tissues; (**c**) GO terms of downregulated miRNA target genes in injured tissues; (**d**) Enriched KEGG pathways of downregulated miRNA target genes in injured tissues. In Part (**b**) and (**d**), the Rich factor is calculated by dividing the number of input genes with the KEGG pathway by the total number of genes within the same pathway.

## Data Availability

The RNA and sRNA sequence data have been submitted to the NCBI GEO database under the accession number GSE182642 and GSE182947, respectively.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13050824/s1, Figure S1: Per base sequence quality of 4 RNA-seq sequencing profiles; Figure S2: GSEA analysis of 6 representative significantly enriched gene sets in phenotype normal; Figure S3: Per base sequence quality of 4 small RNA sequencing profiles; Figure S4: The length distributions of reads and unique sequences of 4 sRNA-seq profiles of rat urethra tissues; Table S1: The RNA sequencing profiles of rat urethral tissues generated in this study; Table S2: The normalized expression levels of genes (FPKM) in rat urethral tissues; Table S3: Deregulated genes in normal and injured tissues of rat urethra; Table S4: Gene Ontology analysis of upregulated genes in injured urethral tissues; Table S5: KEGG pathway analysis of upregulated genes in injured urethral tissues; Table S6: Gene Ontology analysis of downregulated genes in injured urethral tissues; Table S7: KEGG pathway analysis of downregulated genes in injured urethral tissues; Table S8: The upregulated gene sets in phenotype injured; Table S9: The upregulated gene sets in phenotype normal; Table S10: The small RNA sequencing profiles of rat urethral tissues generated in this study; Table S11: The normalized abundances (Reads Per Ten Million sequencing tags) of conserved miRNAs in rat urethral tissues; Table S12: Deregulated conserved miRNAs in normal and injured tissues of rat urethra; Table S13: The upregulate conserved miRNAs and their targets in injured urethral tissues; Table S14: The downregulate conserved miRNAs and their targets in injured urethral tissues; Table S15: Target genes of upregulated miRNAs in the edgeR results of RNA-seq analysis; Table S16: Target genes of downregulated miRNAs in the edgeR results of RNA-seq analysis; Table S17: Gene Ontology analysis of genes corresponding to upregulated miRNAs in injured urethral tissues; Table S18: KEGG pathway analysis of genes corresponding to upregulated miRNAs in injured urethral tissues; Table S19: Gene Ontology analysis of genes corresponding to downregulated miRNAs in injured urethral tissues; Table S20: KEGG pathway analysis of genes corresponding to downregulated miRNAs in injured urethral tissues.

How the deposited data were processed for this re-analysis (not part of the article)

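The deposited table of the RNA-seq experiment was used, with 1 column for each of 4 rat urethras: normal 2A, normal 3A, injured 3A and injured 4A, the injured ones taken on day 3. Its values are FPKM that the authors made with HISAT2 2.1.0, StringTie 2.1.6 and Cuffnorm 2.2.1 on the genome rn7, as the methods and the deposited notes state. The table holds 25718 transcripts. They are normalized estimates and not counts, so the depth behind a value is unknown, and the reads per library are those of the paper's Table S1. All columns of values were used.

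Values were turned into log2(FPKM + 1). For genes, the FPKM of all transcripts with the same name in the deposited gene column were summed, which gave 15046 names and loci, 11566 of them with a reference name. Injured was compared with normal by limma 3.58.1 in R 4.3.3, with the spread shared along a trend on the mean level, and p-values were adjusted by Benjamini-Hochberg. A gene or transcript was called at an adjusted p under 0.05 and a log2 fold change of at least 1.5. With 2 residual degrees of freedom, the shared spread carried 2.09 prior degrees of freedom for transcripts and 2 for genes. Where a library is left out, the lone rat of its group is assumed to vary like the other group.

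Gene lists were tested with camera from limma at a preset correlation of 0.01, and again with an estimated correlation and with fry. Of 32 lists, 30 with at least 5 measured members were tested. The pathway lists were complement, coagulation, MHC class I and class II, chemokine signaling, interferon-gamma response, VEGF production, phagocytosis, monocyte chemotaxis, inflammatory cytokines, extracellular matrix, cell cycle, oxidative phosphorylation, mitochondrial and cytosolic ribosome, keratins, and tight junction and desmosome. The tissue lists were skeletal muscle, smooth muscle, salivary gland, cartilage and bone, cornified epidermis, urothelium, neutrophil, macrophage and monocyte, lymphocyte, mast cell, endothelium, nerve and Schwann cell, adipocyte, erythrocyte and accessory sex gland. The lists were written from general knowledge and are not the gene sets of the paper. The lists, the thresholds and the rule for named genes were set before the data were examined, but after the paper and its Table S3 had been read. The rule names every gene the paper's text names for the RNA-seq data, 10 reference-named genes in each direction, taken by the smallest p where fewer pass the adjusted p, and in each list up to 4 members with the smallest p and the 2 with the highest mean FPKM. Transcripts given as examples under the paper's terms were chosen after their values were seen.

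Symbols were looked up in a RefSeq table of the assembly GRCr8, used for names only. Of 10016 reference identifiers, 9751 were found there, 9508 with the same symbol, and 5 list symbols were matched through a synonym.

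The steps were tested on simulated data of the same size. Of 50 genes changed by a log2 of 1.5, 2, 4 and 8 each, 5, 19, 36 and 37 were called, and 4 of 14846 unchanged genes. Of 50 transcripts each, 0, 2, 22 and 36 were called, and 8 of 25518 unchanged ones. A raised list was found (adjusted p = 1.3e-26, camera from limma) and 0 other lists were called. The simulated genes varied independently of each other. In the measured lists the estimated correlation was 0.26 for MHC class II, 0.73 for oxidative phosphorylation and 0.89 for skeletal muscle. The simulation therefore cannot show how often camera at the preset correlation calls a list falsely in these data. For coagulation and chemokine signaling the estimate was 0.0069 and -0.018, below the preset 0.01. These lists also lost their call with the estimate, so a higher correlation between genes was not the reason there.

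The alternatives were pseudocounts of 0.1 and 5, a filter at 5 FPKM, scaling to the same total, by median ratio and by quantiles, no trend, a robust spread, other fold thresholds, reference transcripts only and each library left out. Sums over every transcript with the gene's name gave the same values as the main sums. Table S2 was held only for its first 1998 transcripts, and the gene counts behind the paper's gene set analysis and the small RNA data were not used here. Some items are not reported here.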

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

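The tests of explanations in this part were chosen after the data were examined, and so was the reading of shares against 50% by their exact binomial interval.

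Gene lists of the extracellular matrix, of macrophages and of the cytosolic ribosome were higher in the injured urethra, a signal in genes that are mostly outside those the paper discusses. The paper names matrix and ribosome terms for transcripts of Table S3, which holds the list members Fbln1 and Eln, and its text gives no result for these lists as a whole. Extracellular matrix genes rose by a median log2 of 0.744 over 28 members (camera from limma, adjusted p = 3.99e-07; adjusted p = 0.65 with an estimated correlation). Mmp2, a protease that remodels matrix, was at 395 ± 54.2 FPKM in injured and 211 ± 18.0 FPKM in normal rats (SD, n = 2 rats in each group), and 13 members were above the normal range in both injured rats. The median was 0.0759 in injured 3A and 1.39 in injured 4A, so the rise of the list rested on injured 4A. In injured 4A the medians of skeletal and smooth muscle genes were -6.53 and -0.869, and in injured 3A 0.387 and 0.176. Whether the rise is tied to this tissue makeup was not tested.

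Macrophage and monocyte genes rose by a median log2 of 0.929 over 20 members, 17 of them above the normal range in both injured rats (camera from limma, adjusted p = 5.92e-14; adjusted p = 0.56 with an estimated correlation). Clec10a, a lectin of macrophages, had a log2 fold change of 1.49, Gpnmb, a lysosomal glycoprotein, 1.17, and Lyz2, a lysozyme, 0.76. In this list 14 members had an unadjusted p under 0.05, 0 passed over all genes and 5 when adjusted over the list alone. It shares 3 members each with the complement and the phagocytosis lists.

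Genes of the cytosolic ribosome rose by a median log2 of 0.207 over 75 members, 49 of them above the normal range in both injured rats (camera from limma, adjusted p = 6.43e-07; adjusted p = 0.64 with an estimated correlation). Rpl23a had a log2 fold change of 0.57 and Rpl38 one of -0.78. No member passed the adjusted p over all genes.

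Skeletal muscle genes were lower in the injured group, and so were those of oxidative phosphorylation. The muscle genes did not fall in each injured rat. In injured 3A their median difference from the normal mean was 0.387 (standard error 0.17). Their median level in injured 3A, 8.73 on log2(FPKM + 1), lay between 7.58 in normal 3A and 8.94 in normal 2A. Standard errors and exact intervals here and for the salivary genes below are taken over genes, which move together. They do not measure the spread between rats. Of the 28 muscle genes, 82.1% were at least 10 times lower in injured 4A than in each other library (23 genes, exact interval 63.1% to 93.9%). Some of the 28, such as Myh1, had been seen in Table S3 when the list was written, so they are not independent evidence. A piece of tissue with less muscle is a candidate explanation. The oxidative phosphorylation list had a median of -0.0409 in injured 3A (standard error 0.014), so less muscle in injured 4A may also account for most of its lower level. Less muscle in the tissue taken and loss of muscle in that rat cannot be told apart here.

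Salivary gland genes were lower in the injured group, and their high level was that of normal 2A, from which normal 3A lay at a median of -2.9 (standard error 1.1). Of the 15 genes, 46.7% were at least 10 times higher in normal 2A than in each other library (7 genes, exact interval 21.3% to 73.4%), and these 7 are the members that Table S3 also lists, so they are not independent evidence. Of the others, Pigr was at 47.6 FPKM in normal 2A and 5.50 FPKM in normal 3A, while Klk1, singled out after its values were seen, was higher in normal 3A, at 4.29 FPKM. Without normal 2A the list was still lower, by a much smaller median of -0.344 (camera from limma, adjusted p = 0.0228). RNA of a secretory gland in normal 2A may be the source of most of the difference, and an effect of injury on the rest stays open.

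Transcripts of Table S3 often moved without their gene. For the 98 that have a reference name and another sense transcript, the median change of the gene was 0.422 in size. A different division of reads among the transcripts of a gene would give this. In 60.8% of all 166 transcripts the 2 libraries of a group differed at least 10-fold, in the higher or the lower group. A gap in the lower group alone can lie between low values. The libraries of the higher group differed at least 10-fold in 83 transcripts. In 80 a single library was at least 10 times above the other 3, as a value set by 1 library would give. Both may contribute, and the deposited values cannot separate them.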

How the results depend on the processing

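Without muscle and salivary genes, and clustering on Table S3, were alternatives chosen after the data were examined. Of 67 alternatives for counts and clustering, 58 stayed the same and 9 moved. Of 505 for gene lists, 442 stayed the same, 44 were weaker, 13 stronger and 6 reversed. Of 3221 for named genes, 2944 stayed the same and 277 moved. No trend, a robust spread, other fold thresholds and sums over every transcript leave each fold change as it was, so they could not move a gene. Of the 192 named genes, 87 moved without injured 3A, 87 without injured 4A, and 21 without normal 2A or without normal 3A. Leaving out either rat of a group shifts a fold change by the same size, so the counts for both rats are equal by arithmetic. Such genes enter the 277 for each rat. Changed transcripts became 5 and changed genes 6 when scaled to the same total FPKM, and changed genes 1 by quantile normalization and 1 without skeletal muscle and salivary gland genes. Of the 166 transcripts of Table S3, the gene sum moved by at least 1.5 with the paper's sign for 77, for 43 with a pseudocount of 5 and for 43 with reference transcripts only. The 77 include genes with 1 transcript in the table, such as Chad, where the gene sum is the transcript itself. Of the 98 with a reference name and another sense transcript, the main setting gave 22. The clustering ratio was 1.33 on the transcripts of Table S3. The cause was not tested for any of these.

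By camera from limma, chemokine signaling (adjusted p = 0.556) and monocyte chemotaxis (adjusted p = 0.109) were weaker at 5 FPKM, and the interferon-gamma response (adjusted p = 0.131) with reference transcripts only. With an estimated correlation 0 lists were called, at adjusted p = 0.554 for complement, coagulation, MHC class II, chemokine signaling, phagocytosis and keratins, 0.64 for interferon-gamma and monocyte chemotaxis, 0.579 for VEGF and 0.736 for oxidative phosphorylation. With fry from limma 0 were called, at adjusted p = 0.193 for complement and chemokine signaling, 0.318 for coagulation, MHC class II, phagocytosis and keratins, 0.628 for interferon-gamma, 0.366 for VEGF, 0.37 for monocyte chemotaxis and 0.708 for oxidative phosphorylation.

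With 1 library left out, adjusted p (camera from limma) ran from 0.00158 to 0.229 for chemokine signaling, 4.55e-05 to 0.666 for interferon-gamma and 1.67e-12 to 0.326 for oxidative phosphorylation. Lists that reversed in direction ran from 1.32e-15 to 0.938 for cell cycle, 0.00813 to 0.816 for mitochondrial ribosome, 2.42e-23 to 0.0492 for skeletal muscle, 5.33e-08 to 0.287 for smooth muscle, 6.09e-09 to 0.79 for adipocyte and 1.42e-06 to 0.691 for erythrocyte genes. The cause was not tested. No paired analysis was possible because the groups share only the number 3A. FPKM give no depth per transcript, so what depth limits is not known here.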

Differences from the paper's values

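The paper reports 166 deregulated transcripts, 69 upregulated and 97 downregulated (the paper's values), and 0, 0 and 0 were called here, by limma at an adjusted p under 0.05 and a log2 fold change of at least 1.5. The test differs, since the paper compared FPKM values with edgeR, and limma on log2(FPKM + 1) was used here. In the simulation this limma model called 0, 2 and 22 of 50 transcripts changed by a log2 of 1.5, 2 and 4. The 0 calls therefore do not show that the listed transcripts were unchanged. None of the alternatives set before the data were examined reaches the paper's counts. Scaled to the same total FPKM, 5 transcripts were called, 1 up and 4 down, and all 5 are among those of Table S3. Under every other alternative with a count of transcripts, 0 were called. Of the 166, 79 had an unadjusted p under 0.05, and 162 had a log2 fold change of at least 1.5 with the paper's sign.

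The paper names genes as higher or lower by a listed transcript, and for many of them the gene as a whole stayed level or differed in sign. Of the 14 genes it names as higher that the deposited gene column also names, the gene value was positive for 11 and negative for 3. The 3 are Casp1 with -0.13, Rnf7 with -0.08 and Mylk with -0.29, each within its standard error, and Mylk was positive without injured 4A. Of the 10 genes it names as lower, the gene value was negative for 7 and positive for 3. The 3 are Rpl5 with 0.14, Smarca2 with 0.11 and Aplp2 with 0.02, also within the standard error, and of the 7, Pygm, Ca3, Eef1a2 and Myh1 rest mostly on injured 4A. Anxa2, Anpep, RT1-A1, Tuba1a and Igfbp3, counted as positive, lay within their standard errors too, as did Pygm and Adgrf5, counted as negative. The listed transcripts are part of these gene sums.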

Other observations

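The comparison of group splits was chosen before its result was seen, and the other choices in this part were made after the data were examined.

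Genes of the urothelium were lower in both injured rats, as were those that join epithelial cells. The 21 urothelium genes fell by a median log2 of 0.96 (camera from limma, adjusted p = 6.77e-15; adjusted p = 0.554 with an estimated correlation), with both injured rats below both normal rats in 19. Upk1a, a uroplakin, was at 101 ± 20.1 FPKM in injured and 273 ± 52.0 FPKM in normal rats (SD, n = 2 rats in each group), and Elf3, an epithelial transcription factor, at 40.2 ± 4.54 and 85.6 ± 5.95 FPKM. An unadjusted p under 0.05 was found for 14, 0 passed over all genes and 9 when adjusted over the list alone. The 23 genes of tight junctions and desmosomes fell by a median of 0.586 (adjusted p = 6e-11; adjusted p = 0.554 with an estimated correlation). Cdh1, for E-cadherin, had a log2 fold change of -0.94 and Perp, of desmosomes, one of -0.91. The 15 genes of nerve and Schwann cells fell by a median of 0.697 (adjusted p = 8.11e-05; adjusted p = 0.64 with an estimated correlation), with Sox10, a regulator of Schwann cells, at -1.02. Their share of the summed FPKM was 0.727% and 0.698% in the normal rats, 0.613% in injured 3A and 0.247% in injured 4A, the library that also had the least muscle, and without injured 4A the median of the nerve and Schwann cell list was -0.246 (camera from limma, adjusted p = 0.0123).

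Other lists were not called by camera from limma with all 4 libraries. MHC class I had a median log2 fold change of 0.13 over 22 genes (adjusted p = 0.306), inflammatory cytokines 0.22 over 14 (adjusted p = 0.577), cell cycle -0.09 over 24 (adjusted p = 0.754) and cartilage and bone -0.25 over 16 (adjusted p = 0.807). Cornified epidermis had 0.01 over 7 (adjusted p = 0.577), neutrophil 0.53 over 7 (adjusted p = 0.372), mast cell 0.02 over 7 (adjusted p = 0.825) and smooth muscle -0.31 over 18 (adjusted p = 0.0817). Endothelium had 0.13 over 17 (adjusted p = 0.161), adipocyte 0.75 over 11 (adjusted p = 0.247) and erythrocyte 0.05 over 9 (adjusted p = 0.817). Most of these calls depended on the injured library used. Without injured 4A, MHC class I (adjusted p = 0.00158), endothelium (adjusted p = 1.62e-05), mast cell (adjusted p = 0.0225), adipocyte (adjusted p = 6.09e-09) and smooth muscle genes (adjusted p = 0.0152) were higher by camera from limma, and cell cycle (adjusted p = 1.32e-15), cornified epidermis (adjusted p = 0.0114) and erythrocyte genes (adjusted p = 1.42e-06) lower. Without injured 3A, neutrophil (adjusted p = 0.00903), cell cycle (adjusted p = 5.57e-09) and erythrocyte genes (adjusted p = 4.29e-05) were higher by camera from limma, and smooth muscle (adjusted p = 5.33e-08) and adipocyte genes (adjusted p = 0.00618) lower. Inflammatory cytokines and cartilage and bone were not called with any library left out. Smooth muscle was also called, as lower, at 5 FPKM (adjusted p = 0.0337), scaled to the same total FPKM (adjusted p = 0.00851) and by quantile normalization (adjusted p = 0.0124), by camera from limma. Lymphocyte, with 4 measured genes and a median of 0.28, and accessory sex gland, with 1 gene at -1.51, were not tested. Il1rn, an inhibitor of interleukin-1, was at 4.51 FPKM in injured and 10.6 FPKM in normal rats.

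The 4 libraries can be split into 2 pairs in 3 ways. Injured against normal gave 942 genes at an unadjusted p under 0.05 and the others 351 and 525, so 1 of 3 splits reached the count of the real one. With 3 splits no share under 0.05 is possible.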
